# Lidocaine and Bupivacaine Downregulate MYB and *DANCR* lncRNA by Upregulating *miR-187-5p* in MCF-7 Cells

**DOI:** 10.3389/fmed.2021.732817

**Published:** 2022-01-13

**Authors:** Chiao-Yi Lin, Wen-Ting Tseng, Yao-Yin Chang, Mong-Hsun Tsai, Eric Y. Chuang, Tzu-Pin Lu, Liang-Chuan Lai

**Keywords:** *miR-187-5p*, *MYB*, *DANCR*, bupivacaine, lidocaine

## Abstract

**Background:** Breast cancer is the most common malignancy and a leading cause of death among women. The majority of patients require surgery, and retrospective studies have revealed an association between anaesthetic techniques during surgery and clinical outcomes. Local anaesthetics (LAs) influence carcinogenesis by interacting with non-coding RNAs (ncRNAs). However, the detailed mechanisms underlying the association between LAs and ncRNAs remain unclear.

**Methods:** In this study, the effects of two commonly used LAs, lidocaine and bupivacaine, on the malignancy of MCF-7 breast cancer cells were investigated. The expression profiles of the microRNAs (miRNAs) that responded to treatment with LAs were determined through next-generation sequencing.

**Results:** Data from the functional assay revealed that the LAs suppressed the proliferation of MCF-7 cells. The result of next-generation sequencing revealed that 131 miRNAs were upregulated, following treatment with the LAs. Validation using polymerase chain reaction (PCR) identified *miR-187-5p* as a potential biomarker, and it was selected for further analyses. Prediction with bioinformatics tools and luciferase reporter assays revealed that *MYB* is a direct target gene of *miR-187-5p*. Based on the hypothesis that lncRNAs acts as miRNA sponges, the target lncRNA, *DANCR*, of *miR-187-5p* was predicted using DIANA-LncBase v2 and validated using luciferase reporter assays. In addition, the reciprocal suppressive effect between *DANCR* and *miR-187-5p* was determined.

**Conclusions:** This study suggests that one of the anti-tumour mechanisms of lidocaine and bupivacaine is mediated through the *DANCR-miR-187-5p-MYB* axis. This may provide a novel molecular mechanism of tumour suppression in breast cancer.

## Introduction

Breast cancer is one of the most common malignancies and a leading cause of death among women (https://gco.iarc.fr/). Most patients require surgery; however, residual disease from scattered micro-metastases and tumour cells related to surgery is usually inevitable (1). Experimental and clinical retrospective studies indicate an association between the types of anaesthetic techniques used during the cancer resection surgery and outcomes (1, 2). There are conflicting results on the administration of volatile anaesthetics and opioids and cancer development, metastasis, and recurrence (3, 4). Regional anaesthesia is hypothesised to attenuate immunosuppression and surgical stress by minimising the requirement for opioids and volatile anaesthetics, therefore improving the long-term postoperative outcomes (2). The overall survival for different local anaesthetics (LAs) varies among the clinical studies; however, laboratory studies suggest that LAs have direct inhibitory effects on tumour cells (5, 6).

Lidocaine and bupivacaine are commonly used amide-type LAs for regional anaesthesia and peripheral nerve blockade, providing excellent perioperative pain relief, especially in breast cancer surgery (7). The mechanisms underlying the inhibitory effect of LAs on cancer cell proliferation, migration, and metastasis, are elucidated (5, 8, 9). However, the precise mechanism remains unclear; it could involve sodium channel blockade, DNA demethylation (10, 11), or interactions between LAs and non-coding RNAs (ncRNAs). Lidocaine inhibits the growth and invasion of gastric carcinoma cells by upregulating miR-145 (12). It inhibits proliferation and induces apoptosis in colorectal cancer cells by upregulating miR-520a-3p and targeting EGFR (13).

Dysregulated gene expression is a major hallmark of cancer. ncRNAs play a critical role in tumourigenesis, growth, and progression (14–16). NcRNAs are categorised as small ncRNAs (sncRNAs) and long ncRNAs (lncRNAs) with a cut-off length of 200 bp; they are directly or indirectly involved in diverse biological processes through epigenetic, transcriptional, and post-transcriptional mechanisms (17). MicroRNAs (miRNAs) are a type of short ncRNAs that regulate cellular proliferation, differentiation, apoptosis, adhesion, epithelial-mesenchymal transition (EMT), and metastasis in various cancers (18). The competing endogenous RNA (ceRNA) theory (19) states that miRNAs recognise miRNA response elements (MREs) in different RNA molecules, and induce target repression through miRNA-RNA-induced silencing complex (RISC)-mediated degradation. Therefore, the transcriptional regulation of diverse RNAs, including mRNAs and ncRNAs, can regulate biological processes through a novel MRE-mediated mechanism (19).

The tumour-suppressive effects of lidocaine and bupivacaine were studied in MCF-7 cells. The effects of these LAs on the function of *miR-187-5p*, Differentiation Antagonising Non-Protein Coding RNA (*DANCR)*, and *MYB* were investigated for elucidating the underlying mechanism. Our findings provide novel insights into the process of tumour suppression for future breast cancer therapy.

## Methods

### Cell Culture

MCF-7 cells were purchased from Bioresource Collection and Research Center (Hsinchu, Taiwan), and HEK-293T cells were provided by Dr. Shau-Ping Lin (Institute of Biotechnology, National Taiwan University, Taiwan). All cells were cultured in Dulbecco's Modified Eagle Medium (DMEM) (Gibco, Thermo Fisher, CA, USA) containing 1% penicillin-streptomycin (Gibco) and 10% foetal bovine serum (FBS) (HyClone, Logan, UT, USA). The culture plates were maintained at 37°C in a humidified atmosphere of 5% CO_2_ and were routinely tested for Mycoplasma sp. using Mycoplasma polymerase chain reaction (PCR) Detection Kit (ABM Inc., Vancouver, BC, Canada).

### Cell Viability Assay

MCF-7 cells were seeded at 5 ×10^3^ cell into 96-well plates 1 day before lidocaine or bupivacaine (Sigma, St. Louis, MO, USA) treatment at the indicated concentrations. LAs and the controls were diluted in 200 μL DMEM for each well. For the thiazolyl blue tetrazolium bromide (MTT) colorimetric assay, 5 mg/mL of MTT (Sigma) were added to each well and incubated at 37°C for 4 h. The supernatants were removed and replaced with dimethyl sulfoxide (DMSO) (Sigma). The absorbance was measured using a microtiter plate reader (BioTek, Winooski, VT, USA) at 570 nm.

### Wound Healing Assays

MCF-7 cells were seeded at a density of 2.5 ×10^4^ cells/well in a medium containing 10% FBS and incubated overnight. The culture inserts were removed and an image of the gap area at 0 h was captured. The cells were further incubated at 37°C in a 5% CO_2_ incubator, and the images were captured at 12, 24, and 36 h, respectively. The cell migration ability in the gap area was quantified using ImageJ v1.8.0 (National Institutes of Health, USA).

### Cell Migration

Migration assays were performed using SPLInsert^TM^ Hanging plate (SPL Life Sciences, Pocheon, South Korea). The upper chamber of the transwell unit was seeded at 4 ×10^4^ cells/well in 0.2 mL serum-free DMEM. The lower chambers were loaded with 0.6 mL DMEM containing 10% FBS as chemo-attractant. The MCF-7 cells were incubated at 37°C for 36 h. A methanol: acetic acid (3:1) mixture was added to the lower chamber for fixing the cells by incubating at 25°C for 10 min. The non-migrating cells on the inner transwell membrane were removed carefully, and the membranes were stained with 1 mL of 0.5% crystal violet. The stained cells were solubilized with 10% acetic acid, imaged, and analysed using ImageJ v1.8.0.

### Western Blotting

The proteins were extracted from the cells lysed with radioimmunoprecipitation assay buffer (RIPA) Lysis Buffer (EMD Millipore, Billerica, MA, USA) and the concentration was determined using Coomassie Protein Assay Reagent (Thermo Fisher, Waltham, MA, USA). The extracted protein samples (20 μg) were separated using 10% sodium dodecyl sulphate–polyacrylamide gel electrophoresis (SDS-PAGE) and transferred to polyvinylidene fluoride (PVDF) membranes (GE healthcare, Chicago, IL, USA). The membranes were incubated with primary rabbit polyclonal antibodies against c-MYB (Proteintech, Rosemont, IL, USA) and β-actin (GeneTex, Irvine, CA, USA), at 4°C overnight; the samples were hybridised with horseradish peroxidase (HRP) conjugated anti-rabbit IgG (GeneTex) at 25°C for 1 h. The blotted proteins were detected using an enhanced chemiluminescence (ECL) system (Millipore, Billerica, MA, USA) equipped with a BioSpectrum Imaging System (UVP, Upland, CA, USA). The images were analysed using ImageJ v1.8.0.

### RNA Extraction, Reverse Transcription, and Quantitative Real Time Polymerase Chain Reaction

The RNA was extracted using TRIZOL (Invitrogen, Carlsbad, CA, USA) and reverse-transcribed using High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA). The RNA quality was detected by a spectrophotometer (NanoDrop; Thermo Scientific) with the A260/A280 ratio between 1.8~2.0. Samples were kept in RNase free water buffer at neutral pH. All RNA samples were stored at −80°C. One μg of total RNA was reverse-transcribed by High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems, Carlsbad, CA, USA). SuperScript IV Reverse Transcriptase (Invitrogen) was used for reverse transcription of the miRNAs in accordance with the manufacturer's instructions. Two point five percent of each reaction was used as template for quantitative PCR with OmicsGreen qPCR MasterMix (OmicsBio, New Taipei City, Taiwan) and the reactions were performed on StepOnePlus Real-Time PCR System (Thermo Fisher, Waltham, MA, USA). The primers were checked for only generating a single melting curve peak and detailed information are provided in Supplementary Table 1. The relative expression was normalised to that of 18S rRNA or U6 snRNA, using the 2^−Δ*ΔCt*^ method.

### Library Preparation and Sequencing

The total RNA was extracted using TRIZOL reagent (Invitrogen). The small RNA library was constructed from total RNA (2 μg) using the TruSeq Small RNA Library Prep Kit (Illumina Inc., San Diego, CA, USA), according to the manufacturer's instructions. A total of 75 single-read nucleotides were obtained from each miRNA library using NextSeq500 (Illumina Inc., CIC bioGUNE, Bilbao, Spain). The sequencing data were submitted to the Gene Expression Omnibus (GEO) (accession number: GSE171282).

### Sequencing Data Analyses

The raw Illumina FASTQ sequencing reads were mapped to the miRBase mature miRNA reference (http://www.mirbase.org/) using Partek Flow™ v5.0 (Partek Inc., St. Louis, MO, USA) with Bowtie alignment algorithm. The Bowtie alignment method was generally thought to be optimal for sequences less than 50 bp. The adapter sequences were first removed from each FASTQ reads, and the remaining bases were trimmed from the 3′ end with a minimum Phred quality score of 20. A minimum read-length philtre of 15-bases in length was used in this work. A minimum seed length of 10 that was consistent with the standard setting provided by the Partek Flow pipeline was chosen for the Bowtie aligner. The remaining reads were aligned to the human genome reference (RefSeq Hg19). Raw miRNA expression reads were normalised by scale normalisation and then processed by log_2_ transformation. Then, miRNAs with extremely low expression (log_2_ <5 in all samples) were removed from further analysis. Then, differentially expressed miRNA profiles between groups were identified by log_2_ fold-change value ≧2X or < -1X and P-value <0.05 using a two-sided Student's t-test. Principal component analysis using the expression values of total miRNAs was used to visualise the similarity of different groups.

### Transfection

MCF-7 cells were cultured in an antibiotic-free medium to 70–80% confluence in 6-well plates (2.5 ×10^5^ cells/well) and transfected with the 0.025 nmol of *miR-187-5p* mimic (GenePharma, Shanghai, China) or negative control (GenePharma), using Lipofectamine 2000 as the transfection reagent (Invitrogen), following the manufacturer's instructions.

The MCF-7 cells were transfected with 0.5 nmol of pcDNA-*DANCR* or the empty vector (Dharmacon, New Taipei city, Taiwan) using jetPRIME (Polyplus-transfection, New York, NY, USA) reagent, following the manufacturer's instructions. After 4 h, the medium was replaced with fresh medium containing serum. The cellular RNA expression after 48 h was determined using qRT-PCR.

### Plasmid Construct and Site-Directed Mutagenesis

To determine promoter activity by luciferase assay, the luciferase expression plasmid pMIR-REPORT-*c-MYB 3*′*UTR* and pMIR-REPORT-*DANCR* was purchased from the BioMed Resource Core of the 1st Core Facility Lab, National Taiwan University College of Medicine (Taipei, Taiwan). Briefly, *c-MYB 3*′*UTR* region encompassing 2,493–3,684 bp relative to the transcription start site was amplified from the human genomic DNA by PCR. The *c-MYB 3*′*UTR* was subcloned into pMIR-REPORT vector, and the final construct was called pMIR-REPORT-*c-MYB 3*′*UTR*. *DANCR* encompassing 1–915 bp relative to the transcription start site was amplified from the human genomic DNA by PCR and the final construct was called pMIR-REPORT-*DANCR*.

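MYB, which encodes the proto-oncogenic transcription factor c-MYB, lies on the plus strand of chromosome 6 of GRCh37 from 135502446 to 135540311 (GENCODE 44 annotation). Its transcript MYB-203 has 3684 nt in 16 exons, and from 135539116 on exon 16 holds the stop codon and the 3′ UTR. The seed of miR-187-5p, bases 2 to 8, pairs with TTGTAGC. Counted from the first base of MYB-203, this 7-base match stands in the 3′ UTR at 2725 to 2731 (chromosome 6, 135539351 to 135539357), within the sequence ATTATTAGGTAATGAATTGTAGCCA, and at 3649 to 3655 (135540275 to 135540281), within CGGTGTACTTACTGCCTTGTAGCAA. Both matches lie in exon 16. A further 7-base match stands upstream of the 3′ UTR at 2378 to 2384 (135539004 to 135539010), in the coding part of the same exon. A match to only 6 of the seed bases, TGTAGC, occurs in the 3′ UTR at 3438 to 3443, and outside it at 992 to 997 in exon 7 and 1689 to 1694 in exon 10.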

*miR-187-5p* binding sites of *c-MYB 3*′*UTR* were located at 2,710–2,734 and 3,634–3,656 bp. Besides, *miR-187-5p* binding sites of *DANCR* were located at 134–157 and 380–408 bp. 

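DANCR, a long non-coding RNA first described as a suppressor of cell differentiation, lies on the plus strand of chromosome 4 of GRCh37 from 53578492 to 53589790 (GENCODE 44 annotation). Its transcript DANCR-201 has 987 nt in 3 exons and holds no coding sequence or UTR. The 7-base match to the seed of miR-187-5p, TTGTAGC, occurs in it 1 time, at 470 to 476 counted from the first base of DANCR-201 (chromosome 4, 53579791 to 53579797, exon 3), within the sequence AAATATGCGTACTAACTTGTAGCAA. The 6-base match TGTAGC stands alone at 220 to 225 in exon 2 (53579007 to 53579012) and at 541 to 546 in exon 3 (53579862 to 53579867). The paper counts its own DANCR positions from a transcription start site, and they were not converted to those of DANCR-201.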

To determine binding activity of *miR-187-5p* by luciferase assay, the luciferase expression plasmid pMIR-REPORT-*c-MYB 3*′*UTR* S1, pMIR-REPORT-*c-MYB 3*′*UTR* S2, pMIR-REPORT-c-MYB 3′UTR S12, pMIR-REPORT-*DANCR* S1, pMIR-REPORT-*DANCR* S2, and pMIR-REPORT-DANCR S12 was purchased from the BioMed Resource Core of the 1st Core Facility Lab, NTU-CM (Taipei, Taiwan). In addition, the mutated sequences were validated by sequencing.

### Luciferase Reporter Assay

Luciferase assays were performed with HEK-293T cells using the Dual-Glo® luciferase reporter assay system (Promega, Fitchburg, WI, USA). Cells (5 ×10^4^/well) were transfected with 100 ng reporter constructs containing the wild-type or mutant-type of *MYB*, the wild-type or mutant-type of *DANCR* and 2 ng Ranilla luciferase plasmid (BioMed Resource Core of the 1st Core Facility Lab, National Taiwan University College of Medicine, Taiwan), using the jetPRIME (Polyplus-transfection) reagent. The cells were additionally transfected with 0.025 nmol of *miR-187-5p* (GenePharma). After 24 h, the cells were lysed and the Renilla luciferase signals were used for normalisation, according to manufacturer's protocol.

### Statistical Analyses

The experimental data are presented as the mean ± standard deviation (SD) of at least three independent experiments. The genes with statistically significant expression patterns in the different samples were determined by a two-tailed Student's *t*-test using GraphPad Prism v5 (GraphPad Software, Inc., La Jolla, CA, USA). *p*-values < 0.05 were considered statistically significant.

## Results

### LAs Significantly Suppressed Cell Viability and Migration

To determine the effects of lidocaine and bupivacaine on MCF-7 cells, the cell viability following treatment with different concentrations of lidocaine or bupivacaine for 6 h was determined. Lidocaine and bupivacaine inhibited the growth of MCF-7 cells in a dose-dependent manner (Figure 1A). The median lethal dose (LD_50_) of lidocaine (4 mM) and bupivacaine (1 mM) were used as the concentrations for the following experiments, respectively. Wound healing and transwell invasion assays were performed using MCF-7 cells treated with lidocaine or bupivacaine for 12, 24, and 36 h. Both the LAs significantly reduced the migration and invasive ability of MCF-7 cells (Figures 1B,C), suggesting suppression of malignancy in the MCF-7 cells.

**Figure 1:**
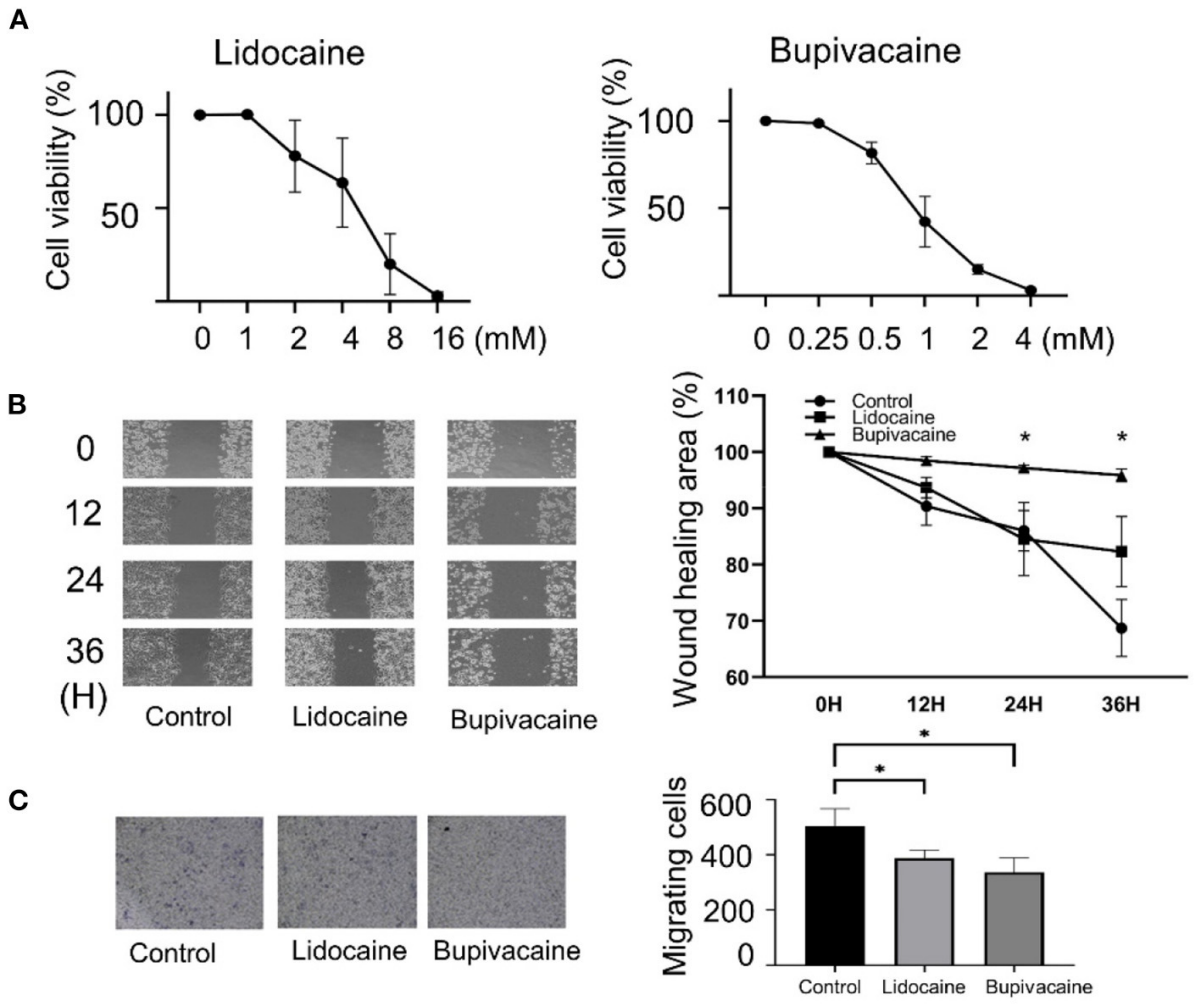
Lidocaine and bupivacaine inhibited the proliferation and migration of MCF-7 cells. **(A)** Cell proliferation determined using the MTT assay. The growth of MCF-7 cells measured after 6 h of treatment with serially diluted concentrations of lidocaine or bupivacaine. The proliferation rate was normalised to that at 0 h. **(B)** Wound healing assay. Left: Images after 0, 12, 24, and 36 h of treatment with lidocaine (4 mM) or bupivacaine (1 mM). Right: The migratory ability quantified using the reduction in wound size over time by ImageJ software v1.8.0. **(C)** Transwell migration assay. Right: The cells were seeded after 24 h of treatment with lidocaine (4 mM) or bupivacaine (1 mM). Left: Cell migration measured after 36 h of seeding. All data are presented as mean ± SD (*n* = 3). *p < 0.05.

### Differential miRNA Expression Profiles Following LA Treatment

To identify the miRNAs that mediated the effects of the LAs on MCF-7 cells, next-generation sequencing was used for identifying the differentially expressed miRNAs, following lidocaine or bupivacaine treatment. 

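MCF-7 is an oestrogen receptor-positive luminal epithelial line established from a breast cancer. Its small RNAs were sequenced in 3 groups with n = 3 samples each, namely untreated control cells, cells treated with 4 mM lidocaine for 6 h and cells treated with 1 mM bupivacaine for 6 h. The treatment label of the control cells gives no time. The most abundant mature miRNA over the 9 samples was miR-21-5p, a regulator of tumour suppressors such as PTEN and PDCD4, followed by miR-191-5p, miR-99b-5p, miR-182-5p of the miR-183 cluster and let-7f-5p. The 10 most abundant miRNAs, which also held miR-21-3p, miR-27b-3p, let-7a-5p, miR-26a-5p and miR-181a-5p, took 57.8 ± 1.43% of all counts in the control (mean ± SD, n = 3), 44.9 ± 4.60% in the lidocaine group and 57.2 ± 1.25% in the bupivacaine group. The lidocaine libraries lay below all control libraries in this share (two-sided exact permutation test, p = 0.1, the smallest p that 3 samples against 3 allow), and for bupivacaine the exact p was 0.600. The 2089 miRNAs with a mean under 100 RPM (reads scaled to the library total) over the 9 samples took 2.80 ± 0.188% in the control, 9.54 ± 2.10% in the lidocaine group and 3.74 ± 0.607% in the bupivacaine group, with an exact p of 0.1 for each comparison with the control. The median raw count over all 2576 miRNA names was 31 to 46 in the control libraries, 93 to 179 in the lidocaine libraries and 35 to 86 in the bupivacaine libraries.
The authors sequenced single reads on an Illumina instrument, removed the adapters, trimmed low-quality 3′ ends and very short reads, and mapped the rest with Bowtie in Partek Flow 5.0 to the mature sequences of miRBase and to hg19. The deposited table holds their raw counts for 2576 mature miRNA names. The scale normalisation, log2 transformation and removal of lowly expressed miRNAs that the methods describe came after these counts. Library totals ranged from 3402026 to 4371781 counts in the control (median 4079734), from 2854350 to 3478061 in the lidocaine group (median 3102527) and from 2392940 to 4662603 in the bupivacaine group (median 4395189). Counts were scaled to the mean library total and converted to log2 after adding a pseudocount of 1, and the 2410 miRNAs with a log2 value of at least 5 in any sample were tested, following the minimum in the methods. Each pair of groups was compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, with TMM scaling, which sets the bulk of the miRNAs to no change, and again with library totals, which leave the summed counts equal. The choice moved every fold change. The median log2 fold change of all tested miRNAs was 0.12 with TMM and 2.00 with library totals for lidocaine against the control, and 0.047 and 0.61 for bupivacaine. Replicates of one group differed by more than the sampling noise in every pair, with a chi-square per degree of freedom of 2.75 to 60.6, so no pair was taken for 1 library deposited more than once. The statistics section gives at least 3 independent experiments for the paper as a whole, but nothing says that the sequenced replicates came from separate cultures, so the p-values measure only the spread between these samples, which may be technical.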

Principal component analysis (PCA) was performed for the samples (lidocaine, bupivacaine, and control groups, nine dots in total) using the data for 2,522 differentially expressed miRNAs in the three groups (Figure 2A). 

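Oncogenic miR-21-5p made up 105361 ± 8156 RPM in the control (mean ± SD, n = 3), 83300 ± 10980.3 in the lidocaine group and 98799 ± 3662 in the bupivacaine group. For miR-99b-5p, of the miR-99b/let-7e/miR-125a cluster, the level was 99856 ± 14472 in the control, 62547 ± 11997 with lidocaine and 99835 ± 2648 with bupivacaine. The let-7 member let-7f-5p, a repressor of RAS and MYC, was at 48371 ± 1001, 37609.8 ± 3616 and 49624 ± 2111 RPM in the same order. All 3 were lower after lidocaine with either scaling. With library totals the log2 fold change was -0.34 for miR-21-5p (adjusted p = 0.0113 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.67 for miR-99b-5p (adjusted p = 7.01e-07) and -0.36 for let-7f-5p (adjusted p = 0.0150). With TMM scaling the same values were -2.17, -2.49 and -2.19. A PCA of the centred log2 values of all tested miRNAs, scaled to library totals, placed 88.2% of the variance on PC1 (jackknife standard error 3.87), 4.72% on PC2 and 2.65% on PC3. On PC1 the control samples lay between -55.6 and -47.3, the bupivacaine samples between -17.7 and 3.60 and the lidocaine samples between 46.9 and 74.6. The Euclidean distance between 2 samples of one group was 19.6 to 34.1 log2 units. Between groups it was 45.0 to 66.6 for bupivacaine and control samples, 96.9 to 132 for lidocaine and control samples and 50.4 to 96.8 for lidocaine and bupivacaine samples, so that every distance between groups was longer than every distance within one.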

The miRNAs in the same group showed similar expression profiles, while the expression profiles in the lidocaine- and bupivacaine-treated groups were distinct from those of the control.

**Figure 2:**
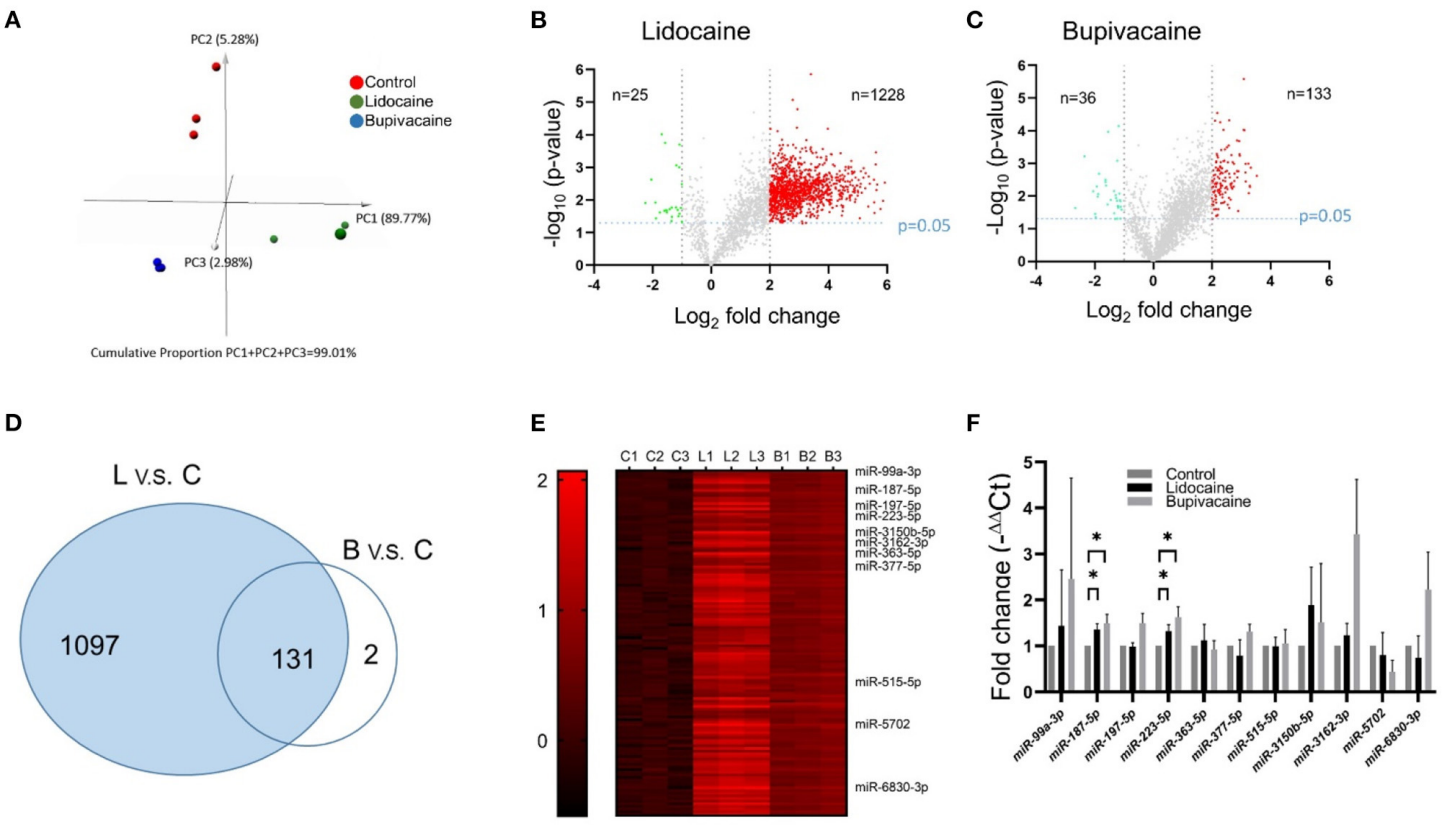
Identification of miRNAs in MCF-7 cells that responded to treatment with lidocaine or bupivacaine. **(A)** PCA of differentially expressed miRNAs in response to treatment with lidocaine (4 mM) or bupivacaine (1 mM). **(B,C)** Volcano plot of the differentially expressed miRNAs in response to treatment with lidocaine **(B)** or bupivacaine **(C)** determined by next-generation sequencing. **(D)** Venn diagram of the differentially expressed miRNAs. The expression of 131 miRNAs was upregulated following treatment with lidocaine or bupivacaine. **(E)** Heat map of the upregulated miRNAs (*n* = 131) that responded to treatment with both lidocaine and bupivacaine. **(F)** PCR validation of the selective differentially expressed miRNAs in MCF-7 cells, following treatment with lidocaine and bupivacaine. The expression levels measured using qRT-PCR and normalised to that of U6 snRNA. L, lidocaine; B, bupivacaine; C, control. All data are presented as mean ± SD (*n* = 3). *p < 0.05.

The miRNAs that were differentially expressed in the lidocaine- and bupivacaine-treated groups were filtered using the criteria: fold change ≥ 2.0X and *p*-value ≤ 0.05. The expression of 1,228 and 133 miRNAs was significantly upregulated in the lidocaine (Figure 2B) and bupivacaine groups (Figure 2C), respectively (red dots). 

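After lidocaine the largest rises were those of miR-5702, miR-3150b-5p, miR-6830-3p and miR-363-5p, the last of which is a strand of a hairpin in the X-linked miR-106a cluster. All of these are among the 11 miRNAs that the study measured by qRT-PCR. There the paper reports only miR-187-5p and miR-223-5p as significantly above the control. The level of miR-363-5p went from 7.00 ± 1.86 RPM in the control to 631 ± 132 in the lidocaine group (mean ± SD, n = 3), a log2 fold change of 4.61 (standard error 0.24, adjusted p = 2.69e-07) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM scaling. The log2 fold change was 4.65 (SE 0.31) for miR-5702, 4.64 (SE 0.25) for miR-3150b-5p and 4.63 (SE 0.36) for miR-6830-3p, whose control levels were 1.83 ± 0.758, 4.52 ± 1.22 and 4.79 ± 2.66 RPM. Next came miR-548av-5p, of the primate-specific miR-548 family, with 4.52 (SE 0.27) and miR-4298 with 4.31 (SE 0.24). After bupivacaine the largest rise was that of another miR-548 member, miR-548ao-5p, from 2.21 ± 0.644 to 35.1 ± 0.761 RPM, a log2 fold change of 3.45 (standard error 0.25, adjusted p = 5.10e-07) from the same test. It was followed by miR-5087 with 2.97 (SE 0.17), miR-5702 with 2.81 (SE 0.29), miR-99a-3p with 2.73 (SE 0.21), miR-3150b-5p with 2.71 (SE 0.21) and miR-520g-5p, of the placental C19MC cluster, with 2.70 (SE 0.28). All of these also rose with library totals.
Of 1381 tested miRNAs numbered 3000 or higher, which entered miRBase late and mostly from deep sequencing, 578 rose, 300 fell and 503 did not pass the test after lidocaine with TMM scaling (577 and 298 adjusted over the list alone), while 1235 rose and 28 fell with library totals. As a set they stood above the other miRNAs (camera adjusted p = 7.17e-06 with a preset correlation, adjusted p = 0.239 with an estimated correlation). After bupivacaine 376 rose and 219 fell with TMM scaling, the same numbers when adjusted over the list alone, and 705 rose and 68 fell with library totals (camera adjusted p = 0.0518). Their share of all counts was 5.21 ± 0.724% in the control, 18.7 ± 4.29% in the lidocaine group and 6.28 ± 1.21% in the bupivacaine group (exact permutation p = 0.1 and 0.400 against the control). The imprinted 14q32 cluster is maternally expressed in embryonic and neural tissue. Of its 33 tested members 15 rose, 6 fell and 12 did not pass after lidocaine with TMM scaling (14 and 6 adjusted over the list alone, camera adjusted p = 0.458), and 29 rose and 1 fell with library totals. Within it miR-668-3p rose by 2.20 (SE 0.20) after lidocaine and 0.89 (SE 0.15) after bupivacaine, while miR-494-3p fell, with -2.28 (SE 0.24) and -1.09 (SE 0.18). Without lidocaine replicate 2 the rises of miR-299-5p, miR-329-3p, miR-369-3p, miR-370-3p, miR-410-3p and miR-431-5p after lidocaine did not pass. All of these but miR-370-3p were also lost without some other library, and the fall of miR-136-5p was lost without control replicate 3. After bupivacaine 9 members rose, 5 fell and 19 did not pass (the same 9 and 5 adjusted over the list alone, camera adjusted p = 0.809). With library totals these numbers were 17 and 2. The 5 that fell with TMM scaling, named after their values were seen, were miR-377-3p, miR-379-5p, miR-382-5p, miR-432-5p and miR-494-3p. Of 22 tested members of the primate-specific C19MC cluster, 9 rose, 6 fell and 7 did not pass after lidocaine with TMM scaling (10 and 6 adjusted over the list alone). Their median log2 fold change was -0.077 and their mean 0.19, and camera placed the set above the other miRNAs with TMM scaling and below them with library totals, at adjusted p = 0.989 and 0.837. With library totals 18 rose and 0 fell. In it miR-516a-5p fell by 1.93 with TMM scaling (log2 fold change -0.058 with library totals). Without lidocaine replicate 1 the rises of miR-512-5p, miR-515-5p and miR-523-3p and the fall of miR-520d-3p after lidocaine did not pass. All of these but miR-515-5p were also lost without some other library, and miR-527 passed only without lidocaine replicate 3. After bupivacaine 7 C19MC members rose and 5 fell (10 and 5 adjusted over the list alone, camera adjusted p = 0.892) with TMM scaling, and 11 rose and 1, miR-517a-3p, fell with library totals, where camera placed the set below the other miRNAs and not above them (adjusted p = 0.902). The 5 lower ones with TMM scaling, named after their values were seen, were miR-516a-5p, miR-517a-3p, miR-518b, miR-522-3p and miR-525-5p. Leaving out 1 library ended some of these falls after bupivacaine, those of miR-379-5p (-0.48 without bupivacaine replicate 1, -0.47 without bupivacaine replicate 2 and -0.47 without control replicate 2), miR-432-5p (-0.59 without bupivacaine replicate 1, -0.43 without bupivacaine replicate 2, -0.60 without bupivacaine replicate 3, -0.47 without control replicate 2 and -0.42 without control replicate 3), miR-522-3p (-0.62 without bupivacaine replicate 3 and -0.54 without control replicate 3) and miR-525-5p (-0.97 without bupivacaine replicate 2, -0.89 without bupivacaine replicate 3, -0.75 without control replicate 1 and -0.78 without control replicate 2). Rises after bupivacaine were lost too. That of miR-517c-3p did not pass without any one library. Those of miR-485-5p, miR-654-3p and miR-520a-3p did not pass without any one but control replicate 3. That of miR-519d-3p did not pass without bupivacaine replicate 2 or 3 or control replicate 2 or 3. Other members passed only when 1 library was left out, miR-370-3p as a fall and miR-493-5p, miR-512-5p and miR-523-3p as rises.
Over all tested miRNAs, 839 rose and 749 fell after lidocaine at an adjusted p under 0.05 with TMM scaling, and 1945 rose and 93 fell with library totals. At a log2 fold change of at least 2, the minimum for a rise in the methods, and an unadjusted p under 0.05, 179 miRNAs were higher after lidocaine and 36 after bupivacaine with TMM scaling, and 1202 and 129 with library totals. At a linear fold change of 2, as the results of the paper word it, these numbers were 562 and 313 with TMM scaling and 1795 and 762 with library totals. After bupivacaine 572 rose and 474 fell at an adjusted p under 0.05 with TMM scaling, against 1074 and 119 with library totals.

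**Figure D1:**
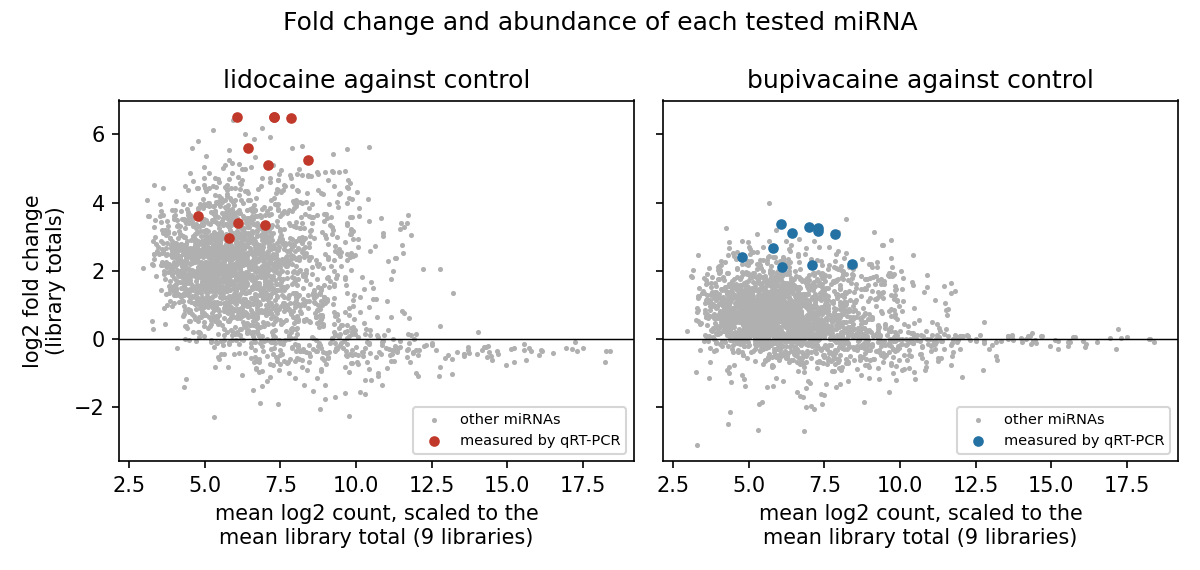
Log2 fold change against the control with library totals (y axis) against the mean log2 count over the 9 libraries, scaled to the mean library total (x axis), for lidocaine and bupivacaine. Each point is 1 of 2410 tested miRNAs, with the 11 miRNAs measured by qRT-PCR coloured. In the most abundant quintile the median after lidocaine was 0.77 and in the least abundant 2.18, and with TMM scaling these medians were -1.13 and 0.31. The quintiles between, from less to more abundant, had medians of 2.18, 2.19 and 1.90 with library totals.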

The expression of 25 and 36 miRNAs was significantly downregulated (fold change < -1X and *p*-value ≤ 0.05) in the lidocaine (Figure 2B) and bupivacaine groups (Figure 2C), respectively (green dots). 

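After lidocaine miR-3622b-3p went from 576 ± 143 to 121 ± 111 RPM (mean ± SD, n = 3), a log2 fold change of -4.22 (standard error 0.56, adjusted p = 3.35e-05) from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM scaling. Besides miR-3529-5p and miR-553, which fell after both LAs and are described with the miRNAs common to both, other large falls were those of miR-27b-5p, the less abundant strand of the miR-27b hairpin, with -3.89 (SE 0.31), miR-4766-3p with -3.79 (SE 0.25) and miR-2355-5p with -3.61 (SE 0.32). After bupivacaine the falls included those of miR-642a-5p with -3.06 (SE 0.35), miR-6740-3p with -2.61 (SE 0.20) and miR-4483 with -2.52 (SE 0.23). All of these were also lower with library totals, at -2.25 for miR-3622b-3p and -2.05 for miR-27b-5p after lidocaine.
The let-7 family, whose members repress RAS, MYC and HMGA2, fell in all 9 tested members after lidocaine with TMM scaling (the same 9 adjusted over the list alone), with -2.11 (SE 0.35) for let-7a-5p, and 2 of them, let-7f-5p and let-7g-5p, fell with library totals. None passed and 7 lay above 0 with scaling to the 50 most abundant miRNAs. The most abundant quintile had a median of -1.13 and a lower quartile of -2.13 with TMM scaling. Among its unrelated members miR-191-5p was at -2.16 and miR-27b-3p at -2.13. The let-7 median of -2.09 lay at percentile 58.0 of 10000 random lists matched on mean abundance (median -2.10). Relative to the median of all miRNAs, the family's median was -2.20 with TMM scaling and -2.25 with library totals (camera adjusted p = 3.13e-05, adjusted p = 0.392 with an estimated correlation). All 13 tested members of the growth-promoting miR-17-92 cluster and its paralogs fell after lidocaine with TMM scaling and over the list alone, among them miR-20a-5p with -2.35 (SE 0.28) and miR-92a-3p with -2.29 (SE 0.35), whereas 3 rose and 4 fell with library totals and 3 rose and 0 fell with scaling to the 50 most abundant miRNAs (camera adjusted p = 1.55e-05, adjusted p = 0.392 with an estimated correlation). Of these 13, 8 belonged to the most abundant quintile. Their median of -2.15 with TMM scaling (-2.27 relative to all miRNAs) lay at percentile 0.170 of the matched lists, whose median was -0.71. The matched lists, here and below, were drawn from all other tested miRNAs and cannot show a difference particular to a family or cluster. The miR-200 family keeps cells epithelial by repressing ZEB1 and ZEB2. All 9 of its members fell after lidocaine with TMM scaling and over the list alone, miR-200b-3p with -2.82 (SE 0.30), 4 fell with library totals and 4 with scaling to the 50 most abundant miRNAs (percentile 1.25 of the matched lists, camera adjusted p = 5.90e-06, adjusted p = 0.392 with an estimated correlation). After bupivacaine the same 9 members of the miR-200 family fell with TMM scaling and over the list alone, miR-200b-3p with -0.80 (standard error 0.22, adjusted p = 0.00895), 0 fell with library totals and none passed with scaling to the 50 most abundant miRNAs (percentile 1.85 of the matched lists, camera adjusted p = 0.00671, adjusted p = 0.834 with an estimated correlation).
Of the sensory-organ cluster of miR-183, miR-96 and miR-182, the strands miR-183-5p, miR-96-5p and miR-182-5p fell after lidocaine with TMM scaling, at log2 fold changes of -2.42, -2.80 and -2.09, miR-182-3p rose and the other two strands did not pass (the same over the list alone, camera adjusted p = 0.230), while 3 strands rose and 2 fell with library totals. Of 10 miRNAs that p53 induces, 6 fell and 3 rose after lidocaine with TMM scaling (the same over the list alone, camera adjusted p = 0.0911). The cell-cycle inhibitor miR-34a-5p had -1.70 (SE 0.22) with TMM scaling and 0.14 with library totals, where 4 of the list rose and 0 fell. Those that rose with TMM scaling, named after their values were seen, were miR-34b-3p, miR-605-5p and miR-34c-3p, the last of which did not pass without any single library but control replicate 2 (log2 fold changes of 0.42 without control replicate 1, 0.43 without control replicate 3, 0.50 without lidocaine replicate 1, 0.39 without lidocaine replicate 2 and 0.48 without lidocaine replicate 3). Of 8 tested miRNAs that promote metastasis or growth in breast cancer, 6 fell, miR-221-3p with -2.17, and 1, miR-373-3p, rose after lidocaine with TMM scaling (7 and 1 adjusted over the list alone, camera adjusted p = 0.0210, adjusted p = 0.392 with an estimated correlation), whereas 4 rose and 1 fell with library totals. Of 9 that suppress metastasis, 7 fell, miR-335-5p with -2.68 and miR-205-5p with -2.21, and 1, miR-206, rose (the same over the list alone, camera adjusted p = 0.0121, adjusted p = 0.392 with an estimated correlation), and 2 rose and 1 fell with library totals. Among the lists matched on mean abundance, the medians lay at percentile 48.1 for the miR-183 cluster, 0.200 for the p53-induced miRNAs, 13.8 for the promoting and 0.570 for the suppressing list.
After bupivacaine 2 of the let-7 family fell with TMM scaling and 1 adjusted over the list alone (camera adjusted p = 0.0592), 6 of the miR-17-92 cluster and its paralogs (the same 6 over the list alone, camera adjusted p = 0.0720), 2 of the p53-induced miRNAs (the same over the list alone, camera adjusted p = 0.384), 2 of those that promote metastasis or growth (4 adjusted over the list alone, camera adjusted p = 0.687) and 5 of those that suppress metastasis (6 adjusted over the list alone, camera adjusted p = 0.113). No let-7 or miR-17-92 member rose with either scaling, and with library totals none of them fell. Their medians lay at percentiles 73.9 and 23.7 of the matched lists, against 6.96, 30.1 and 5.81 for the p53-induced, promoting and suppressing lists and 50.4 for the miR-183 cluster. With library totals 3 p53-induced miRNAs rose and 1 fell, against 2 and 0 of the promoting and 1 and 1 of the suppressing list. Of the miR-183 cluster, miR-183-3p rose by 1.17 and miR-182-3p also rose, while miR-183-5p and miR-96-5p fell with TMM scaling (the same over the list alone, camera adjusted p = 0.938, list median -0.37 and mean 0.021), and with library totals 2 rose and 0 fell. Named after their values were seen, the let-7 members that fell were let-7c-5p and miR-98-5p, the p53-induced ones miR-34a-5p and miR-34b-5p, the promoting ones miR-221-3p and miR-27a-3p, beside a rise of miR-373-3p, and the suppressing ones miR-335-5p, miR-126-3p, miR-146b-5p, miR-205-5p and miR-30a-5p. The abundant miR-27b-3p also fell after bupivacaine with TMM scaling, with -0.83 (standard error 0.27, adjusted p = 0.0234), against -0.28 with library totals. Calls after bupivacaine of miR-27b-3p and of all members of these lists that did not pass when 1 library was left out, with the log2 fold change then, are given here by library. Without bupivacaine replicate 1 miR-92a-3p (-0.66), miR-98-5p (-0.66) and miR-200c-5p (-0.50) did not pass. Without bupivacaine replicate 2 miR-141-3p (-0.69), miR-183-5p (-0.68), miR-200c-3p (-0.77), miR-20a-5p (-0.60), miR-27a-3p (-0.79), miR-27b-3p (-0.89), miR-30a-5p (-0.58), miR-34a-5p (-0.55), miR-429 (-0.66), miR-92a-3p (-0.63), miR-93-5p (-0.57), miR-98-5p (-0.67), miR-106a-5p (-0.66), miR-106b-5p (-0.54) and miR-17-5p (-0.56) did not pass. Without bupivacaine replicate 3 miR-20a-5p (-0.45), miR-27b-3p (-0.71), miR-335-5p (-0.59), miR-34a-5p (-0.43), miR-429 (-0.38), miR-93-5p (-0.38), miR-98-5p (-0.44), miR-106a-5p (-0.47), miR-106b-5p (-0.38), miR-17-5p (-0.37) and miR-200c-5p (-0.55) did not pass. Without control replicate 1 miR-141-3p (-0.71), miR-200c-3p (-0.63), miR-20a-5p (-0.49), miR-429 (-0.51), miR-92a-3p (-0.50), miR-93-5p (-0.48), miR-98-5p (-0.60), miR-106b-5p (-0.51), miR-17-5p (-0.40) and miR-200c-5p (-0.49) did not pass. Without control replicate 2 miR-141-3p (-0.73), miR-429 (-0.61), miR-92a-3p (-0.57), miR-93-5p (-0.58), miR-98-5p (-0.68), miR-106b-5p (-0.53) and miR-17-5p (-0.53) did not pass. Without control replicate 3 miR-141-3p (-0.44), miR-183-5p (-0.53), miR-27a-3p (-0.50), miR-27b-3p (-0.50), miR-93-5p (-0.49) and miR-98-5p (-0.45) did not pass. For miR-205-5p the value passed but was -0.82 without control replicate 3, against -1.42 with it. Of the miR-17-92 list after lidocaine, miR-363-3p did not pass without control replicate 1 (-0.50).
At a log2 fold change under -1, the limit for a fall in the methods, and an unadjusted p under 0.05, 551 miRNAs were lower after lidocaine and 171 after bupivacaine with TMM scaling, and 30 and 40 with library totals. Of the miRNAs that fell after lidocaine at an adjusted p under 0.05 with TMM scaling, 287 rose with library totals, and of those after bupivacaine 0.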

The genes that were not differentially expressed are depicted in grey. 

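The miRNAs that rose after both LAs included miR-208a-3p, which the heart encodes in an intron of its myosin gene MYH6, miR-196a-3p of the HOX clusters, and miR-521 of the C19MC cluster. For miR-208a-3p the log2 fold change was 2.58 (SE 0.31) after lidocaine and 2.53 (SE 0.29) after bupivacaine with TMM scaling (n = 3 each), from a control level of 1.79 ± 0.296 RPM. For miR-521 it was 3.92 (SE 0.39) and 2.33 (SE 0.40), and for miR-196a-3p 4.13 (SE 0.25) and 2.09 (SE 0.24), which were named after their values were seen. With TMM scaling 21 miRNAs passed a log2 fold change of at least 2 and an unadjusted p under 0.05 after both LAs, and with library totals 128, which held all of the first. At a linear fold change of 2 these numbers were 243 and 759. Of the 128 at a log2 fold change of at least 2 with library totals, 116 also rose after both LAs at an adjusted p under 0.05 with TMM scaling, at a median log2 fold change of 2.14 after lidocaine and 1.77 after bupivacaine. Among them 84 are numbered 3000 or higher, and their median control count was 16.2. Independent lists of the same sizes among the tested miRNAs would share 2.67 miRNAs with TMM scaling and 64.3 with library totals. Both comparisons use the same control libraries, and 40 simulations of unchanged treated groups against shared controls gave 0.150 shared miRNAs on average and at most 1. Few miRNAs of an unchanged group can pass these thresholds, so this number does not show how much shared controls add to the lists found here. With 3 controls they could not be split into groups of at least 2, so part of the excess may come from the shared controls. Over the tested miRNAs, which are not independent replicates, the log2 fold changes after the 2 LAs had a covariance of 0.949 with TMM scaling, against 0.0549 on average in the simulations and 0.0659 at most, and a Pearson correlation of 0.835 against 0.481.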

Among the upregulated miRNAs, 131 were common to both the lidocaine and bupivacaine groups (Figure 2D). 

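The miRNAs that fell after both LAs included miR-3529-5p, from a hairpin that overlaps MIR7-2, and miR-553. The log2 fold change of miR-3529-5p was -4.22 (standard error 0.49, adjusted p = 1.43e-05) after lidocaine and -3.28 (standard error 0.40, adjusted p = 2.20e-05) after bupivacaine, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with TMM scaling (n = 3 per group). For miR-553 the level went from 90.4 ± 36.9 RPM in the control to 24.4 ± 2.76 after lidocaine and 14.2 ± 1.46 after bupivacaine, log2 fold changes of -3.74 (SE 0.29) and -3.22 (SE 0.28). Both also fell below a log2 fold change of -1 after each LA with library totals. With TMM scaling 153 miRNAs passed a log2 fold change under -1 at an unadjusted p under 0.05 after both LAs. Their median was -2.07 after lidocaine and -1.24 after bupivacaine, their median control count was 271 and 56 of them belonged to the most abundant quintile. Of the 153, 95 were lower after lidocaine than after bupivacaine at an adjusted p under 0.05 with TMM scaling, but with library totals 8 of those were lower and 20 higher. With library totals 15 miRNAs were lower after both LAs, all of them among those with TMM scaling. Independent lists would share 39.1 miRNAs with TMM scaling and 0.498 with library totals, and the simulations of unchanged groups against shared controls gave 0.825 on average and at most 3. As few miRNAs of an unchanged group can pass, the simulated number does not show what shared controls add here.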

The number of downregulated miRNAs common to both the groups was low; therefore, only the upregulated miRNAs were selected for subsequent studies. 

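Between the 2 LAs, miR-363-5p was higher after lidocaine than after bupivacaine by a log2 fold change of 2.14 (standard error 0.14, adjusted p = 1.68e-05), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment with TMM scaling (n = 3 per group). The values for miR-3150b-5p, miR-6830-3p and miR-5702 were 2.00 (SE 0.13), 2.07 (SE 0.18) and 1.91 (SE 0.17). In contrast miR-99a-3p, a strand of the miR-99a/let-7c hairpin cluster, was lower after lidocaine with -1.19 (standard error 0.12, adjusted p = 6.55e-05) from the same test, but not with library totals, where its value was 0.062 (adjusted p = 0.849). All 9 tested let-7 members, all 13 of the miR-17-92 cluster and its paralogs and all 9 of the miR-200 family were lower after lidocaine with TMM scaling and over the lists alone, with medians relative to all miRNAs of -1.63, -1.63 and -1.53 (camera adjusted p = 3.50e-05, 1.73e-05 and 2.05e-05, and adjusted p = 0.404 with an estimated correlation for each). With library totals 4, 4 and 4 of them were lower and 1, in the miR-17-92 list, was higher. With scaling to the 50 most abundant miRNAs 0, 2 and 3 were lower and 2, in the same list, higher. The most abundant quintile had a median of -0.53 with TMM scaling. The 3 list medians lay at percentiles 14.8, 0.01 and 13.5 of 10000 lists matched on mean abundance. Drawn from all other tested miRNAs, those lists cannot show a difference particular to a cluster. Over all tested miRNAs 703 were higher and 623 lower after lidocaine at an adjusted p under 0.05 with TMM scaling, against 1853 and 58 with library totals, which moved the median of all miRNAs from 0.062 to 1.32. Of those lower with TMM scaling, 120 were higher with library totals. Both drugs are amide-type LAs with the same xylidine ring, and bupivacaine carries a butyl-substituted piperidine ring where lidocaine carries a diethylamino group. The concentrations differed, at 4 mM lidocaine and 1 mM bupivacaine, each of which the paper gives as the median lethal dose of that drug. These values compare the groups as treated and not the drugs at a matched concentration.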

The expression of the selected miRNAs is depicted using a heatmap (Figure 2E).

The data from next-generation sequencing was validated by selecting the miRNAs whose expression was significantly higher and for which experimentally validated data were available. 

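All 11 miRNAs that the study measured by qRT-PCR rose in the sequencing after lidocaine and after bupivacaine. The largest change among those not yet described was that of miR-3162-3p, with a log2 fold change of 3.77 (standard error 0.32, adjusted p = 1.69e-06) after lidocaine and 2.56 (standard error 0.27, adjusted p = 8.22e-06) after bupivacaine (n = 3 per group). The 14q32 strand miR-377-5p rose by 3.20 (SE 0.23) and 1.62 (SE 0.20), and miR-197-5p by 1.54 (SE 0.23) and 1.57 (SE 0.21). For miR-223-5p, a strand of the myeloid miR-223 hairpin, the values were 1.74 (standard error 0.44, adjusted p = 0.00379) after lidocaine and 1.84 (standard error 0.32, adjusted p = 3.38e-04) after bupivacaine. Its level went from 1.82 ± 0.784 RPM in the control to 22.8 ± 11.0 and 9.96 ± 2.49. For miR-99a-3p the value after lidocaine was 1.48 (SE 0.22), and those of miR-363-5p and miR-6830-3p after bupivacaine were 2.54 (SE 0.20) and 2.63 (SE 0.28). The C19MC member miR-515-5p rose by 2.10 (SE 0.20) after bupivacaine and 1.10 (standard error 0.34, adjusted p = 0.0121) after lidocaine. That last call was lost without lidocaine replicate 1 (miR-515-5p lidocaine vs control, 0.68, adjusted p = 0.0830).
These adjusted p-values come from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and TMM scaling. All 11 also rose with library totals and when adjusted over the list alone, but the study chose the list on these samples, so neither the counts nor the p-values are independent evidence of its direction. For each miRNA and each LA all 3 treated values lay above all 3 control values (exact permutation p = 0.1, the smallest that this design allows). At a log2 fold change of at least 2 and an unadjusted p under 0.05, 7 of the 11 passed after lidocaine and 7 after bupivacaine with TMM scaling, and all 11 after both with library totals. Between the LAs 7 of the 11 were higher after lidocaine and 2, miR-99a-3p and miR-515-5p, were lower with TMM scaling (the same over the list alone), whereas 9 were higher and 0 lower with library totals. The log2 fold change between the LAs was 0.030 for miR-197-5p (SE 0.14, adjusted p = 0.964) and -0.050 for miR-223-5p (SE 0.31, adjusted p = 0.912), the latter passing without lidocaine replicate 3 (miR-223-5p lidocaine vs bupivacaine, -0.52, adjusted p = 0.0338).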

The expression of only *miR-187-5p* and *miR-223-5p* was significantly (*p* < 0.05) higher than that of the control. The expression of the other miRNAs examined using qRT-PCR was not statistically different between the lidocaine and bupivacaine groups (Figure 2F).

### LAs Downregulated MYB Expression via *miR-187-5p*

To identify the genes regulated by *miR-187-5p* and ascertain their functional relevance, we used the TargetScan tool (http://www.targetscan.org/vert_72/) for identifying the downstream target genes. The *MYB* transcription factor, a proto-oncogene, was a predicted target gene of *miR-187-5p*. *In vitro* and *in vivo* studies indicated that *MYB* plays an important role in different cancers. *MYB* overexpression and dysregulation is observed in almost all breast tumours, and is associated with poor prognosis (20, 21). *MYB* also regulates cell proliferation, differentiation, and angiogenesis (22), and therefore, was selected for further studies.

qRT-PCR and western blotting were used to investigate the mechanism underlying the influence of *miR-187-5p* on cellular function. The mRNA and protein levels of MYB were significantly downregulated in the LA-treated groups (Figures 3A,B). The levels of *MYB* mRNA were significantly reduced when *miR-187-5p* was overexpressed (Figure 3C). Using bioinformatics analysis, we validated *MYB* as a target gene of *miR-187-5p*; two binding sites (2,710–2,732 nt and 3,634–3,656 nt) were predicted in the 3′-UTR of *MYB*, which were complementary to the seed sequence of *miR-187-5p* (Figure 3D). The direct interactions between *miR-187-5p* and *MYB* were examined using luciferase reporter plasmids containing the wild-type *MYB* (*MYB*-wt) and binding site mutants (*MYB*-site1-mut, *MYB*-site2-mut, and *MYB*-site1+2-mut). The luciferase activity of *MYB*-wt decreased significantly, with the transfection of *miR-187-5p* mimics; however, they had no influence on *MYB*-site1, *MYB*-site2, and *MYB-*site1+2 (Figure 3E), indicating that *MYB* is a direct target gene of *miR-187-5p*. The LAs, lidocaine and bupivacaine, upregulated the expression of *miR-187-5p*, directly downregulating the expression of *MYB*.

**Figure 3:**
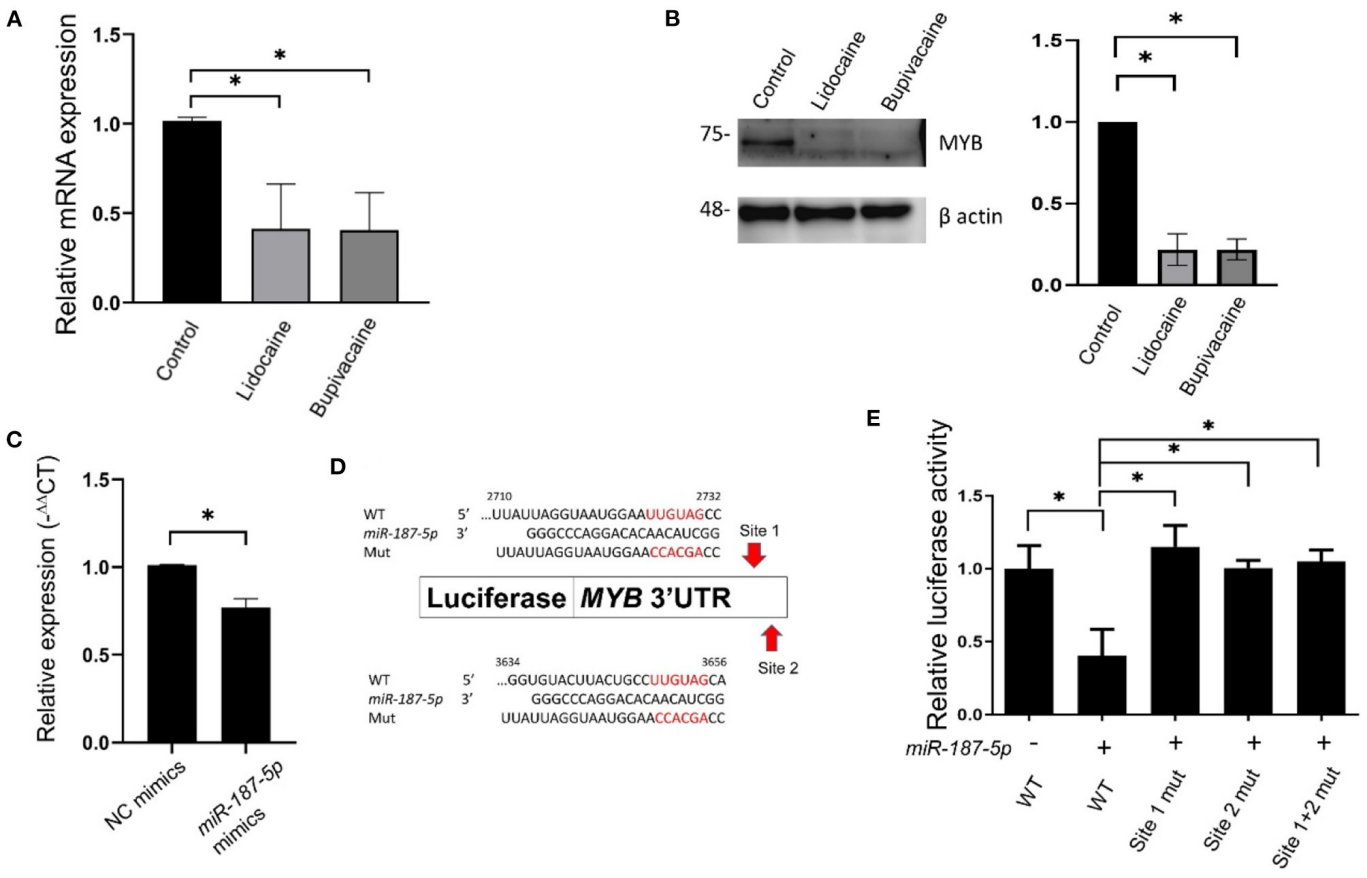
Downregulation of *MYB* in MCF-7 cells following lidocaine and bupivacaine treatment. **(A)** The relative mRNA levels of *MYB* in MCF-7 cells following treatment with lidocaine (4 mM) or bupivacaine (1 mM). The expression levels of *MYB* were measured using qRT-PCR and normalised to that of 18S rRNA. **(B)** Western blots of MYB in MCF-7 cells following treatment with the LAs. Right: graphical representation of the results of western blotting. Left: quantification of the western blots. β actin was used as the loading control. **(C)** Relative expression levels of *MYB* in MCF-7 cells overexpressing *miR-187-5p*. The cells were transfected with 2 μg of *miR-187-5p* or control mimics. The expression levels were detected using qRT-PCR and normalised to that of 18S rRNA. **(D)** Schematic diagram of the putative binding site of *miR-187-5p* in the 3′-UTR region (2,493 ~ 3,684 bp) of *MYB*. **(E)** Luciferase reporter assays of *MYB* 3′-UTR in HEK-293T cells overexpressing *miR-187-5p*. The HEK-293T cells were transfected with *miR-187-5p* mimics, firefly luciferase plasmids, and Renilla luciferase vectors. The relative activity of firefly luciferase was measured and normalised to that of Renilla luciferase. The data are presented as mean ± SD (*n* = 3). *p < 0.05.

### *DANCR* Decoys *miR-187-5p* by Reciprocal Suppression

LncRNAs act as ceRNAs and influence mRNA levels by sequestering miRNAs that target both lncRNA and mRNAs. To identify the ceRNAs of *miR-187-5p*, we used DIANA-LncBase v2 (23) for predicting the lncRNAs that bind to *miR-187-5p*. Five possible lncRNAs were predicted and validated using qRT-PCR (Figure 4A). The expression of *DANCR* was downregulated by the LAs, while that of the *HIF1A-AS2* and *SNHG1* lncRNAs was upregulated; however, these lncRNAs did not function as ceRNAs of *miR-187-5p*. In addition, the expression of *DANCR* significantly decreased when the expression of *miR-187-5p* increased (Figure 4B).

**Figure 4:**
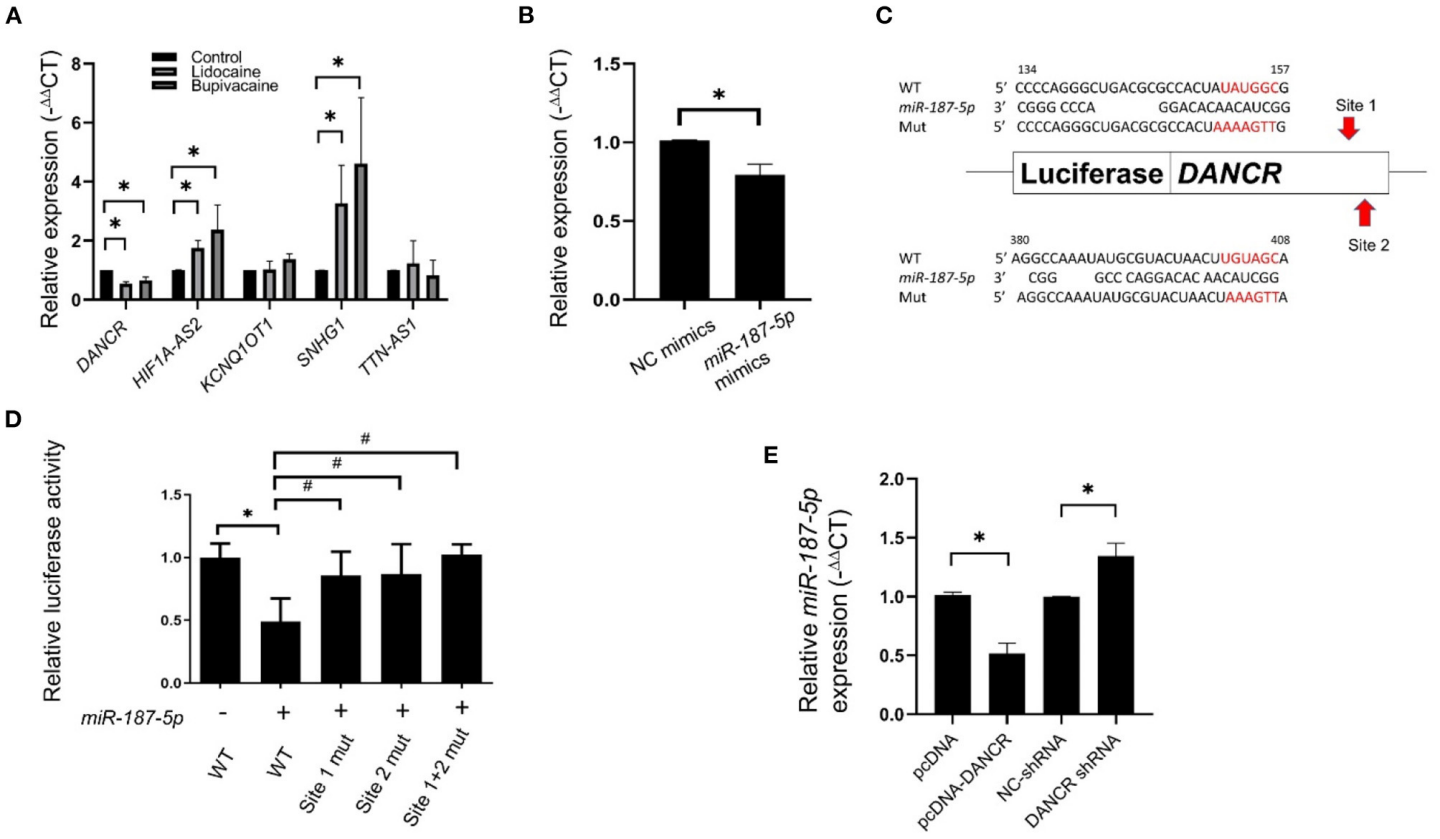
Expression of *DANCR* lncRNA was downregulated in MCF-7 cells following treatment with lidocaine or bupivacaine. **(A)** The relative expression levels of selective lncRNAs in MCF-7 cells following treatment with lidocaine (4 mM) or bupivacaine (1 mM). The expression levels were measured using qRT-PCR and normalised to that of 18S rRNA. **(B)** Relative expression levels of *DANCR* in MCF-7 cells overexpressing *miR-187-5p*. The cells were transfected with 2 μg of *miR-187-5p* or control mimics. The expression levels were detected using qRT-PCR and normalised to that of 18S rRNA. **(C)** Schematic diagram of the putative binding site of *miR-187-5p* in the binding region of *DANCR*. **(D)** Luciferase reporter assays of *DANCR* in HEK-293T cells overexpressing *miR-187-5p*. The HEK-293T cells were transfected with *miR-187-5p* mimics, firefly luciferase plasmids, and Renilla luciferase vectors. The relative activity of firefly luciferase was measured and normalised to that of Renilla luciferase. **(E)** The relative expression levels of *miR-187-5p* in MCF-7 cells overexpressing *DANCR* or shRNAs against *DANCR*. The expression levels were detected using qRT-PCR and normalised to that of U6 snRNA. The data are presented as mean ± SD (*n* = 3). *p < 0.05.

Luciferase reporter assays were performed for validating the association between *DANCR* and *miR-187-5p*. Prediction revealed two potential binding sites of *miR-187-5p* at 134–157 nt and 380–408 nt of *DANCR*, which were individually positioned upstream of the luciferase reporter genes (Figure 4C). The binding site mutants (sites 1-mut, 2-mut, and 1+2-mut) were constructed and transfected into HEK-293T cells. The luciferase activity of *DANCR*-wt was significantly reduced by the *miR-187-5p* mimics; however, they had no effect on sites 1-mut, 2-mut, and 1+2-mut (Figure 4D), indicating that the *DANCR* lncRNA sponges *miR-187-5p* by direct binding.

The overexpression of *DANCR* suppressed *miR-187-5p* expression, while the downregulation of *DANCR* increased *miR-187-5p* expression (Figure 4E). These results demonstrated a reciprocal inhibitory relationship between *DANCR* and *miR-187-5p*, and that *miR-187-5p* could mediate the inhibitory effect of the LAs on MCF-7 cell viability and migration.

## Discussion

The LAs, lidocaine and bupivacaine, inhibited MCF-7 cell proliferation and migration. Genomic studies and validation experiments revealed that the LAs promoted *miR-187-5p* expression, which downregulated *MYB* expression. Additionally, the LAs reduced the expression of *DANCR* lncRNA, which could be a ceRNA of *miR-187-5p*. Our study demonstrated a novel mechanism underlying the inhibitory effect of LAs on cancer cell proliferation, migration, and invasion, mediated via the *DANCR*-*miR-187-5p*-*MYB* regulatory axis.

LAs inhibit cancer cell proliferation, migration, and invasion by regulating miRNA expression (12, 13). Lidocaine inhibits proliferation and induces apoptosis in retinoblastoma cells by modulating the *miR-520a-3p*/EGFR axis (24). Bupivacaine inhibits gastric cancer progression by regulating the *circ_0000376*/*miR-145-5p* axis (25). 

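In the sequencing miR-187-5p went from 29.3 ± 2.83 TMM-normalised CPM in the control (mean ± SD, n = 3) to 308 ± 75.4 after lidocaine and 89.9 ± 4.13 after bupivacaine. The log2 fold change was 3.38 (standard error 0.23, adjusted p = 5.61e-07) after lidocaine and 1.65 (standard error 0.17, adjusted p = 5.73e-06) after bupivacaine, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 5.26 and 2.20 with library totals. It was higher after lidocaine than after bupivacaine by 1.79 (SE 0.17) at 4 mM and 1 mM. The other strand of the same hairpin, miR-187-3p, was at 20.2 ± 2.48, 30.8 ± 3.31 and 19.6 ± 3.68 CPM in the control, lidocaine and bupivacaine groups, log2 fold changes of 0.62 (standard error 0.20, adjusted p = 0.0148) and 0.024 (standard error 0.20, adjusted p = 0.930). The first did not pass when either of 2 libraries was left out (0.60 without control replicate 2 and 0.55 without lidocaine replicate 2). The raw counts of miR-187-5p were 60, 79 and 59 in the control libraries, 1659, 2955 and 1527 in the lidocaine libraries and 161, 347 and 388 in the bupivacaine libraries. Within each library, log2 of the miR-187-5p count over the miR-187-3p count was 0.54 ± 0.31 in the control, 3.29 ± 0.53 after lidocaine and 2.22 ± 0.27 after bupivacaine, a ratio that no scaling changes. Its difference from the control was 2.75 (SE 0.35) and 1.67 (SE 0.24), with all treated samples above all control samples (exact permutation p = 0.1 for each). By size of rise miR-187-5p ranked 23 after lidocaine and 83 after bupivacaine among the tested miRNAs. Over 17 settings of scaling, filter, tool and left-out library its log2 fold change lay between 3.19 and 5.59 after lidocaine and between 1.59 and 2.26 after bupivacaine, always past the threshold.
The sequence of miR-187-5p in DNA letters is GGCTACAACACAGGACCCGGGC. In GRCh37 it stands on the minus strand of chromosome 18 from 33484834 to 33484855, inside the single exon of the miRNA gene MIR187, which spans 33484781 to 33484889 (109 nt). Its seed, bases 2 to 8, is GCTACAA and pairs with TTGTAGC in a target. From the sequencing, the paper kept the miRNAs that were upregulated by both LAs and measured a selection of them by qRT-PCR (Figure 2F). There only miR-187-5p and miR-223-5p were significantly above the control. The paper carried miR-187-5p forward to its target prediction and functional assays.

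**Figure D2:**
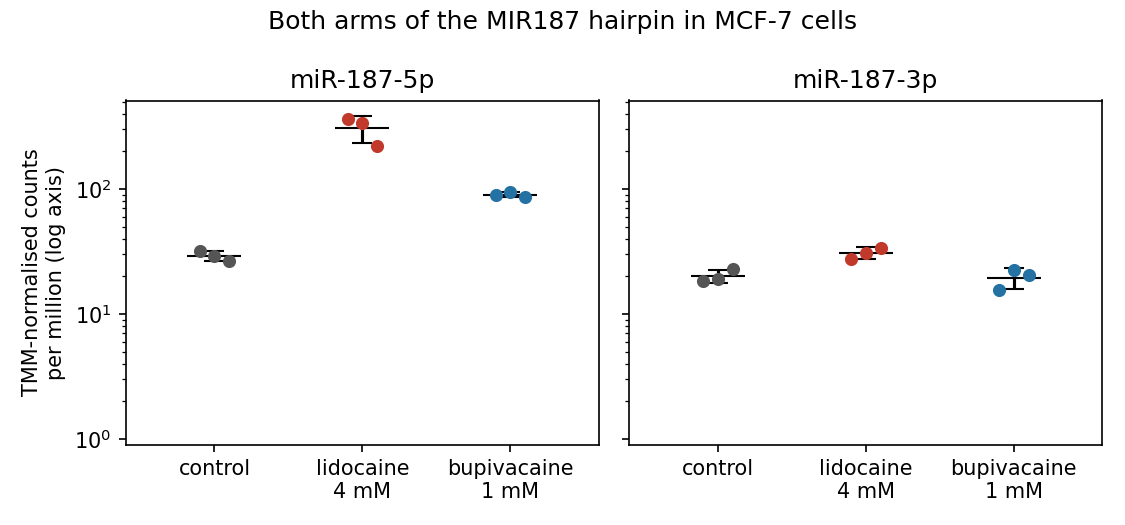
TMM-normalised CPM (log axis) of miR-187-5p and miR-187-3p in the control, lidocaine and bupivacaine groups. Points are the 3 samples of each group, with the mean ± SD. The miR-187-5p means are 29.3, 308 and 89.9, and all treated samples lie above all control samples for this strand.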

Using NGS and qRT-PCR, we demonstrated that lidocaine and bupivacaine upregulated *miR-187-5p* expression. *MiR-187-5p* regulates cellular proliferation and apoptosis in lung cancer (26), hepatocellular carcinoma (27), bladder cancer (28), and acute lymphoblastic leukaemia (29), and is a possible indicator of drug sensitivity in breast cancer (30). This study is the first to identify that *miR-187-5p* regulates the inhibitory effect of LAs on the proliferation, migration, and invasion of MCF-7 cells.

Bioinformatics-based prediction revealed that *MYB* is a target gene of *miR-187-5p*, consistent with the reports that *MYB* functions as an oncogene in different tumours, including breast cancer (21, 31–33). *MYB* could be inhibited in MCF-7 cells through the upregulation of *miR-187-5p* by lidocaine or bupivacaine. These LAs reduced the mRNA and protein levels of MYB, and the *miR-187-5p* mimics significantly reduced *MYB* expression in MCF-7 cells. The luciferase reporter assay confirmed that *miR-187-5p* directly targets the 3′-UTR of *MYB*.

LncRNAs interact with various molecules and have key roles in regulating signalling processes at the epigenetic, transcriptional, and post-transcriptional levels (34, 35). A novel regulatory mechanism elucidates that all types of transcripts, including mRNAs, lncRNAs, and circular RNAs, can act as ceRNAs, forming a complex RNA interactome involving different RNA species, for regulating gene expression (35). The lncRNA-miRNA-mRNA crosstalk could have a prominent role in the anti-tumour effects of LAs. Among the lncRNAs, *DANCR*, encoded by a gene located in human chromosome 4q12, plays an important role in different cancers (36). The *DANCR*-SOCS3-EZH2 axis regulates the inflammatory phenotype and breast cancer cell metastasis (37). *DANCR* promotes progressive osteosarcoma by functioning as a ceRNA and sponging *miR-335-5p* and *miR-1972*, regulating ROCK1 expression (38). In this study, the expression of *DANCR* was inhibited by the LAs, and a reciprocal suppressive effect was observed between *DANCR* and *miR-187-5p*. The luciferase reporter assay confirmed that *DANCR* was the target of *miR-187-5p*. Therefore, the upregulation of *miR-187-5p* and downregulation of *DANCR* could mediate the inhibitory effect of LAs on the proliferation, migration, and invasion of MCF-7 cells. Together, we concluded that the DANCR-miR-187-5p-MYB axis is activated by lidocaine and bupivacaine; the proposed schematic diagram is presented in Figure 5.

**Figure 5:**
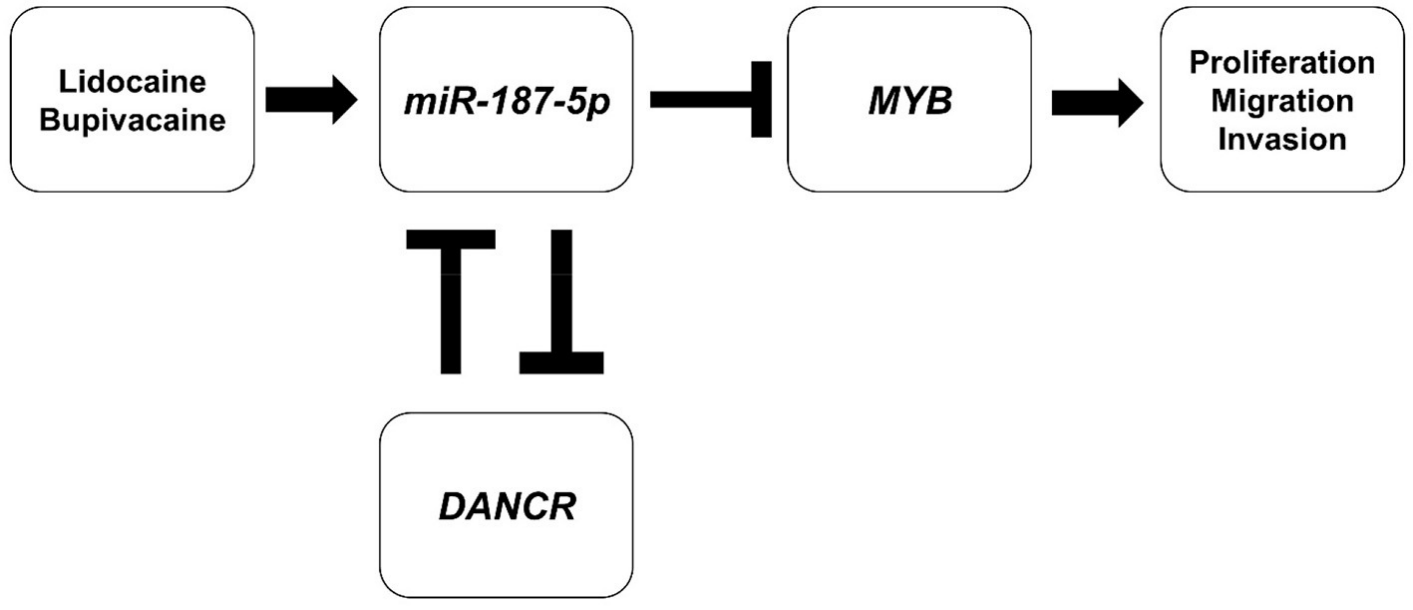
Schematic diagram of the proposed mechanism underlying the inhibitory effect of LAs. Lidocaine and bupivacaine suppress the malignancy of MCF-7 breast cancer cells by upregulating *miR-187-5p*, which in turn downregulates the expression of MYB (MYB proto-oncogene, transcription factor) proteins and the DANCR (Differentiation Antagonising Non-Protein Coding RNA) lncRNA.

This study has certain limitations. First, LAs are chemically categorised into amide-ester and amide-amide groups, and the new generation LAs, including ropivacaine and levobupivacaine, are used clinically. Only the older generation LAs, lidocaine and bupivacaine, were considered. LAs have variable anti-tumour effects and mechanisms of action in different cancers (39). Further studies are necessary for confirming whether the *DANCR*-*miR-187-5p*-*MYB* axis mediates the inhibitory effects of other LAs. Second, there are several breast cancer types; and therefore, further studies are necessary for confirming the effects of lidocaine and bupivacaine in other breast cancer cell lines and in an animal model, which may improve upon the present findings. Third, although luciferase studies proved the interaction between *DANCR-miR-187-5p-MYB* axis, whether the anti-tumour properties of LAs can be reversed requires more experiments to prove, such as using antagomir to inhibit *miR-187-5p* or overexpressing *MYB* in MCF-7 cells treated with LAs.

This study demonstrated that lidocaine and bupivacaine inhibited the growth and metastasis of breast cancer cells. The anti-tumour properties of these LAs were partially attributed to the upregulation of *miR-187-5p*, which inhibited *MYB* signalling by directly binding to *MYB*. Screening for the possible targets of *miR-187-5p* using a dual-luciferase reporter assay revealed that the *DANCR* lncRNA directly targets *miR-187-5p*, suggesting that *DANCR* could act as a *miR-187-5p* sponge. In summary, we report that the *DANCR*-*miR-187-5p*-*MYB* axis may be activated by lidocaine and bupivacaine.

## Data Availability Statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/geo/, GSE171282.

## Author Contributions

C-YL and L-CL: conception and design of experiments and manuscript preparation. C-YL and W-TT: performed experiments. C-YL and Y-YC: data analyses. L-CL, M-HT, and EC: contributed reagents, materials, and analytical tools. All the authors reviewed and approved the final version of the manuscript.

## Funding

This work was supported by a grant from the Ministry of Science and Technology [MOST 109-2320-B-002-016-MY3]. These funding sources had no role in the design of this study and will not have any role during its execution, analyses, interpretation of the data, or decision to submit results.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## Abbreviations

LA: local anaesthetic
ncRNA: non-coding RNA
miRNA: microRNA
PCR: polymerase chain reaction
sncRNA: small ncRNA
lncRNA: long ncRNA
EMT: epithelial-mesenchymal transition
ceRNA: competing endogenous RNA
MRE: miRNA response element
RISC: RNA-induced silencing complex
MYB, MYB proto-oncogene: transcription factor
*DANCR*: Differentiation Antagonising Non-Protein Coding RNA
qRT-PCR: quantitative real time polymerase chain reaction
PCA: principal component analysis.

How the deposited data were processed for this re-analysis (not part of the article)

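Small RNA of MCF-7 cells was sequenced in 9 samples, 3 each of untreated cells, cells treated with 4 mM lidocaine and cells treated with 1 mM bupivacaine for 6 h. Samples were assigned to groups from the labels and the paper, which give the same groups, and all 9 were used. The authors trimmed the single reads, aligned them with Bowtie in Partek Flow 5.0 to the mature miRNAs of miRBase and to hg19 and deposited 1 table of raw counts per mature miRNA. The release of miRBase and the version of Bowtie are not given in the sources used here. The deposited counts are whole numbers that had not been scaled, transformed or filtered. The paper then applied scale normalisation, a log2 transformation, a minimum of log2 5 in any sample and a two-sided test per miRNA, none of which is in the table. The table has 2794 lines for 2576 names, of which 2573 had a read. 168 names stood on several lines, at most 1 of which held counts, and that one was used.

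Counts were scaled to the mean library total, converted to log2 with a pseudocount of 1, and the 2410 miRNAs at or above 5 in any sample entered the tests. Groups were compared in pairs in R 4.3.3 with the quasi-likelihood test of edgeR 4.0.16 on the counts as deposited, using only the 2 groups compared, TMM factors and Benjamini-Hochberg adjustment over all tested miRNAs at 0.05. Over the 9 libraries the TMM factors were 0.547, 0.618, 0.544 in the control, 1.60, 2.52, 2.22 in the lidocaine group and 0.756, 0.788, 1.02 in the bupivacaine group, so TMM and library totals put the groups on different scales and each split of higher and lower miRNAs is given for both. The standard error of a log2 fold change was computed as its size divided by the square root of the F statistic. Levels in RPM were divided by library totals. The study's thresholds were read, as its methods give them, as a log2 fold change of at least 2 for a rise and under -1 for a fall with an unadjusted p under 0.05, while its results give a fold change of 2 for a rise. Lists of miRNAs were tested with camera from limma 3.58.1 with a preset correlation of 0.01, and again with an estimated correlation, with adjustment over the lists. DESeq2 1.42.0 was an alternative tool.

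The depth of 2392940 to 4662603 counts per library leaves a median of 31 to 46 counts per miRNA name in the control, so changes of the rarest miRNAs have wide errors. The tests were checked on simulated data with the library sizes of the real samples, in which 200 of 2410 miRNAs were changed. The means were those of the second-named group of each comparison, and as many miRNAs were raised as lowered. The simulated groups thus had no general shift like that of the real lidocaine libraries, which this check does not cover. For lidocaine against control, 94% of the 4-fold and 55% of the 2-fold changes were recovered and 6.88% of the calls were false. For bupivacaine against control these shares were 95%, 84% and 8.67%, and for lidocaine against bupivacaine 98%, 83% and 2.69%.

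The miRNAs named in the text follow a rule written before the data were examined, as were the lists and the main design of each comparison between groups. The rule takes the 11 miRNAs measured by qRT-PCR, the 4 others that the paper names (miR-145-5p, miR-520a-3p, miR-335-5p and miR-1972), the 6 largest rises and 6 largest falls of each comparison with the control among miRNAs past the threshold whose 3 treated values lay beyond the 3 control values, the 8 most abundant miRNAs, and from each list up to 4 members with the highest mean. Other miRNAs are marked as named after their values were seen. The lists were the qRT-PCR miRNAs, the other miRNAs named in the paper, the let-7 family, the miR-17-92 cluster and its paralogs, the miR-200 family, the miR-183 cluster, p53-induced miRNAs, miRNAs that promote or suppress metastasis in breast cancer, the 14q32 and C19MC clusters, haematopoietic, muscle, neuron, liver and stroma miRNAs, and miRNAs numbered 3000 or higher. Mature miRNAs of one family differ by few bases, so reads can be shared between members such as let-7a-5p and let-7f-5p, miR-17-5p and miR-106a-5p, or miR-199a-3p and its near copies, and their single values are uncertain to that extent.

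The samples carry replicate numbers 1 to 3 in each group. Whether the numbers pair the samples was checked by correlating the deviations from the group means over the tested miRNAs. For lidocaine and control the samples with the same number had r = 0.28, 0.19 and 0.39, all over 0.1, so the numbers were taken as pairs from the data, since neither the labels nor the paper say what a number marks. A fit with the replicate number as a block was run for every comparison as an alternative. Other alternatives were library totals, DESeq2 size factors, scaling to the 50 most abundant miRNAs, DESeq2, no filter, a minimum on the mean log2 value, filterByExpr, all 9 samples in one fit, a linear fold change of 2, an estimated correlation in camera and leaving out each replicate in turn. Chosen after the data were seen were upper-quartile factors, DESeq2 with library totals, library totals with a linear fold change of 2, leaving out each replicate for list members outside the rule, the percentile of a list's median among 10000 random lists matched on mean abundance in 20 bins, and the study's own two-sided test at several scalings. A check of GC content over hairpins was void because 1666 of 2410 tested miRNAs (69.1%) had a hairpin in the annotation used, under the 80% needed. The sequences of miR-187-5p and its seed matches were located in GRCh37 with the GENCODE 44 annotation. The qRT-PCR, western blot, luciferase and functional assays are not analysed here.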

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

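The tests on the rise of all low-count miRNAs and on transcription of the MIR187 hairpin were chosen only after the result was seen. The miRNAs here stood out because the effects of the 2 LAs, each against the same control, differed by a test of the difference itself, or because the paper does not report on them. With TMM scaling and edgeR's quasi-likelihood test, the log2 difference between lidocaine and bupivacaine was 1.79 for miR-187-5p, 2.14 for miR-363-5p, 1.64 for miR-377-5p, 2.00 for miR-3150b-5p, 1.26 for miR-3162-3p, 1.91 for miR-5702, 2.07 for miR-6830-3p and 1.51 for miR-1972. It was -1.19 for miR-99a-3p, -0.95 for miR-515-5p, -0.37 for miR-145-5p, -0.80 for miR-520a-3p and -1.84 for miR-335-5p. With library totals these 5 values were 0.062, 0.29, 0.89, 0.48 and -0.61, so the first 4 changed sign. The call for miR-520a-3p lidocaine vs bupivacaine was lost without bupivacaine replicate 2 (-0.69, adjusted p = 0.0791). That for miR-145-5p lidocaine vs bupivacaine was lost without any one of the libraries but lidocaine replicate 3 (log2 differences of -0.34 without bupivacaine replicate 1, -0.42 without bupivacaine replicate 2, -0.35 without bupivacaine replicate 3, -0.44 without lidocaine replicate 1 and -0.40 without lidocaine replicate 2). The concentrations of the 2 LAs differed, each being the median lethal dose that the paper gives for the drug.

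The paper does not discuss miR-548av-5p and miR-4298, which rose by 4.52 and 4.31 on the log2 scale after lidocaine, or miR-548ao-5p, miR-5087 and miR-520g-5p, which rose by 3.45, 2.97 and 2.70 after bupivacaine. Between the 2 LAs, which the paper compares for its qRT-PCR, its text gives no count of miRNAs from the sequencing, in which 703 miRNAs were higher and 623 lower after lidocaine at an adjusted p under 0.05 with TMM scaling, against 1853 and 58 with library totals.

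For each comparison, 3 samples against 3 make 10 splits, which are too few for a share under 0.05, and 1 of 10, the real one, gave a count as large in each. For lidocaine against control the real split called 1588 miRNAs at an adjusted p under 0.05 in edgeR, and the highest other split called 0, with 1658 and at most 53 at an unadjusted p under 0.05. Among the 4 splits that part all 3 pairs of this comparison, the others also called 0. The real and highest other counts were 1046 and 0 for bupivacaine against control (unadjusted 1279 and 81) and 1326 and 0 for lidocaine against bupivacaine (unadjusted 1457 and 65).

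Of the 2 strands of MIR187, miR-187-5p rose more than miR-187-3p, by 2.75 (SE 0.35) on the log2 scale after lidocaine and 1.67 (SE 0.24) after bupivacaine, whatever the scaling. The medians of the 200 miRNAs nearest to each strand in control level differed by only -0.16 and -0.13. That leaves 2.91 and 1.81, beyond 2 SE of the strand difference in both. This cannot decide whether the general rise of low-count miRNAs is the whole cause, because the study picked miR-187-5p for its rise in these libraries. Among the 200 nearest to miR-187-5p the highest log2 fold change with TMM scaling was 3.31 after lidocaine and 2.97 after bupivacaine. The values of miR-187-5p itself were 3.38 and 1.65. Reads of another RNA cannot be told apart, because the full sequence stands at 1 place in GRCh37 but its first 15 bases stand at 6 others. More transcription of the hairpin cannot be told apart either, because miR-187-3p had few reads in the control, where background may hide its own rise. That an LA changes which strand is kept remains a hypothesis that was not tested.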

How the results depend on the processing

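The tests named here as added were chosen only after the result was seen. Under DESeq2, DESeq2 size factors, upper-quartile factors (added), filterByExpr, no filter, a minimum on the mean log2 value, all 9 samples in one fit and the replicate block, no count of miRNAs moved by over 1.5 times, no log2 fold change of a named miRNA that passed in either fit changed sign, 5, 5, 2, 0, 1, 2, 1 and 1 of those that passed in neither did, and the calls lost among the named miRNAs numbered 6, 3, 1, 1, 1, 2, 11 and 8, with 11, 7, 0, 0, 0, 1, 1 and 1 gained. For results that changed under a setting, the cause was not tested. Depth limits the miRNAs with few counts, since the median raw count in the control libraries was 31 to 46.

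With library totals, the numbers higher and lower at an adjusted p under 0.05 were 1945 and 93 for lidocaine against control, 1074 and 119 for bupivacaine against control and 1853 and 58 for lidocaine against bupivacaine, those at the study's thresholds 1202 and 30 for lidocaine against control and 129 and 40 for bupivacaine against control, and 128 and 15 after both LAs. The log2 fold changes that changed sign and passed under this setting, with TMM scaling or under both were, for lidocaine against control miR-145-5p 1.51, miR-520a-3p 1.85, miR-34a-5p 0.14, miR-193b-3p 0.15, miR-518b 1.01, miR-150-5p 1.44, miR-144-3p 0.75, miR-223-3p 0.84, miR-499a-5p 0.57, miR-133a-3p 1.84, miR-124-5p 1.87, miR-9-3p 1.46 and miR-199b-5p 1.76, and for bupivacaine against control miR-21-3p 0.28, miR-93-5p 0.0067, miR-34a-5p 0.031, miR-30a-5p 0.0098 and miR-127-3p 0.45, and for lidocaine against bupivacaine miR-99a-3p 0.062, miR-223-5p 1.19, miR-515-5p 0.29, miR-145-5p 0.89 and miR-520a-3p 0.48, while a further 18 changed sign and passed under neither. The value of miR-197-5p for lidocaine against bupivacaine came to 1.28 and passed. Among the named miRNAs 36 calls were lost and 10 gained.

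With scaling to the 50 most abundant miRNAs, the numbers higher and lower at an adjusted p under 0.05 were 2040 and 36 for lidocaine against control, 1132 and 108 for bupivacaine against control and 1992 and 13 for lidocaine against bupivacaine, those at the study's thresholds 1439 and 16 for lidocaine against control and 142 and 39 for bupivacaine against control, and 141 and 10 after both LAs. The log2 fold changes that changed sign and passed under this setting, with TMM scaling or under both were, for lidocaine against control miR-145-5p 1.84, miR-520a-3p 2.19, miR-182-5p 0.044, miR-21-3p 0.22, miR-27b-3p 0.026, let-7a-5p 0.039, miR-98-5p 0.060, let-7i-5p 0.11, miR-25-3p 0.052, miR-141-3p 0.18, miR-192-5p 0.011, miR-34a-5p 0.46, miR-194-5p 0.12, miR-193b-3p 0.47, miR-30a-5p 0.18, miR-516a-5p 0.26, miR-518b 1.34, miR-486-5p 0.32, miR-150-5p 1.78, miR-144-3p 1.07, miR-223-3p 1.17, miR-499a-5p 0.90, miR-133a-3p 2.18, miR-124-5p 2.22, miR-9-3p 1.78, miR-122-3p 0.075, miR-143-3p 0.14 and miR-199b-5p 2.09, and for bupivacaine against control miR-21-3p 0.34, miR-98-5p 0.0074, miR-92a-3p 0.012, miR-93-5p 0.063, miR-34a-5p 0.085, miR-30a-5p 0.067, miR-127-3p 0.51, miR-486-5p 0.012 and miR-150-5p 0.55, and for lidocaine against bupivacaine miR-99a-3p 0.34, miR-223-5p 1.47, miR-515-5p 0.56, miR-145-5p 1.16 and miR-520a-3p 0.77, while a further 19 changed sign and passed under neither. The value of miR-197-5p for lidocaine against bupivacaine came to 1.55 and passed. Among the named miRNAs 29 calls were lost and 12 gained.

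With DESeq2 and library totals (added), the numbers higher and lower at an adjusted p under 0.05 were 1927 and 86 for lidocaine against control, 918 and 108 for bupivacaine against control and 1838 and 42 for lidocaine against bupivacaine, those at the study's thresholds 1210 and 30 for lidocaine against control and 128 and 39 for bupivacaine against control, and 127 and 15 after both LAs. The log2 fold changes that changed sign and passed under this setting, with TMM scaling or under both were, for lidocaine against control miR-145-5p 1.51, miR-520a-3p 1.86, miR-34a-5p 0.14, miR-193b-3p 0.15, miR-518b 1.01, miR-150-5p 1.44, miR-144-3p 0.75, miR-223-3p 0.84, miR-499a-5p 0.57, miR-133a-3p 1.84, miR-124-5p 1.87, miR-9-3p 1.46 and miR-199b-5p 1.76, and for bupivacaine against control miR-93-5p 0.0067, miR-34a-5p 0.031 and miR-30a-5p 0.010, and for lidocaine against bupivacaine miR-99a-3p 0.061, miR-223-5p 1.19, miR-515-5p 0.29, miR-145-5p 0.89 and miR-520a-3p 0.49, while a further 20 changed sign and passed under neither. The value of miR-197-5p for lidocaine against bupivacaine came to 1.28 and passed. Among the named miRNAs 41 calls were lost and 10 gained.

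With the study's own two-sided test (added), the numbers higher and lower at its thresholds, with library totals, were 1167 and 26 for lidocaine against control and 113 and 34 for bupivacaine against control, and 109 and 10 after both LAs. With no scaling they were 920 and 56 for lidocaine against control and 88 and 32 for bupivacaine against control, and 79 and 15 after both LAs. With scaling to miR-21-5p they were 1420 and 5 for lidocaine against control and 129 and 32 for bupivacaine against control, and 128 and 5 after both LAs. With a linear fold change of 2, 562 miRNAs were higher after lidocaine, 313 after bupivacaine and 243 after both. With library totals and a linear fold change of 2 (added) the numbers higher and lower were 1795 and 30 for lidocaine against control and 762 and 40 for bupivacaine against control, and 759 and 15 after both LAs. PC1 held 74.5% of the variance with TMM, 72.4% with DESeq2 size factors, 72.5% on linear values and 76.7% on values scaled to unit variance, and 85.3 to 89.9% leaving out one sample at a time.

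With an estimated correlation in camera, no list kept its call. The study chose the qRT-PCR list on these samples, so its test says nothing of its direction. For lidocaine against control, the medians relative to all miRNAs of the lists that lost it were 3.26 for the qRT-PCR miRNAs (adjusted p = 0.239), -2.20 for the let-7 family (adjusted p = 0.392), -2.27 for the miR-17-92 cluster and its paralogs (adjusted p = 0.392), -2.35 for the miR-200 family (adjusted p = 0.392), -1.67 for miRNAs that promote metastasis or growth (adjusted p = 0.392), -1.95 for miRNAs that suppress metastasis (adjusted p = 0.392) and 0.27 for miRNAs numbered 3000 or higher (adjusted p = 0.239). For bupivacaine against control, the medians relative to all miRNAs of the lists that lost it were 2.49 for the qRT-PCR miRNAs (adjusted p = 0.145) and -0.76 for the miR-200 family (adjusted p = 0.834). For lidocaine against bupivacaine, the medians relative to all miRNAs of the lists that lost it were 1.58 for the qRT-PCR miRNAs (adjusted p = 0.133), -1.63 for the let-7 family (adjusted p = 0.404), -1.63 for the miR-17-92 cluster and its paralogs (adjusted p = 0.404), -1.53 for the miR-200 family (adjusted p = 0.404), -1.34 for the miR-183 cluster (adjusted p = 0.404), -1.21 for miRNAs that promote metastasis or growth (adjusted p = 0.404), -1.23 for miRNAs that suppress metastasis (adjusted p = 0.404) and 0.18 for miRNAs numbered 3000 or higher (adjusted p = 0.0567). The list of miRNAs numbered 3000 or higher passed for bupivacaine against control with no filter (0.14), the minimum on the mean (0.17) and filterByExpr (0.14).

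Leaving out each replicate in turn, 75 calls of named miRNAs were lost over all left-out libraries and 20 were gained. No log2 fold change that passed with or without the library changed sign. Of those that passed neither way, 26 did, in 13 results, among them miR-223-5p between the LAs (0.13 without lidocaine replicate 2) and miR-197-5p between the LAs (-0.13 without lidocaine replicate 1). The log2 fold change ranged over 0.68 to 1.35 for miR-515-5p after lidocaine, which did not pass without lidocaine replicate 1, and over -0.52 to 0.13 for miR-223-5p between the LAs, which passed without lidocaine replicate 3. List medians relative to all miRNAs ranged over -1.83 to -1.56 for p53-induced miRNAs after lidocaine (passing without control replicate 1), -0.61 to -0.36 for the let-7 family after bupivacaine (passing without control replicate 2, bupivacaine replicate 1 or bupivacaine replicate 2), -0.67 to -0.39 for the miR-17-92 cluster and its paralogs after bupivacaine (passing without bupivacaine replicate 1), 0.13 to 0.15 for miRNAs numbered 3000 or higher after bupivacaine (passing without control replicate 2, bupivacaine replicate 1 or bupivacaine replicate 2) and -1.51 to -1.24 for the miR-183 cluster between the LAs (lost without lidocaine replicate 3).

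With the replicate number as a block, 900 miRNAs were higher and 802 lower after lidocaine, 533 and 464 after bupivacaine, and 702 and 628 between the LAs. For lidocaine against control, where the numbers were taken as pairs, the block changed the call of 1 named miRNA, miR-150-5p lidocaine vs control, from -0.44 (adjusted p = 0.0816) to -0.42 (adjusted p = 0.0329), and no other call. For bupivacaine against control the samples with the same number had r = 0.088, -0.028 and -0.013 and for lidocaine against bupivacaine 0.23, -0.095 and 0.11, so those samples share only a number, and not every sample correlated best with its own. Alternatives written for a table of log2 values (limma with and without a trend, another pseudocount, a floor for low values, quantile normalisation and centring on the median) were not run, since the table holds counts.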

Differences from the paper's values

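The paper states 2 thresholds for a rise, a log2 fold change of at least 2 in its methods and a fold change of 2 in its results. Counts here are at the first, with a log2 fold change under -1 for a fall and an unadjusted p under 0.05, unless a linear fold change of 2 is named. The tests named here as added were chosen only after the values were seen. The paper gives 1228 upregulated miRNAs after lidocaine and 133 after bupivacaine, where TMM scaling gave 179 and 36. It gives 25 downregulated miRNAs after lidocaine and 36 after bupivacaine, where TMM scaling gave 551 and 171. It gives 131 upregulated miRNAs common to both, where TMM scaling gave 21.

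Of the alternatives set before the data were examined, library totals came within 1.5 times of the paper's value for all 5 counts, with 1202, 129, 30, 40 and 128 in the order upregulated after lidocaine, upregulated after bupivacaine, downregulated after lidocaine, downregulated after bupivacaine and upregulated after both. Scaling to the 50 most abundant miRNAs, with 1439, 142, 16, 39 and 141, did so for all but the number downregulated after lidocaine. DESeq2 size factors, DESeq2, no filter, a minimum on the mean log2 value, filterByExpr, all 9 samples in one fit, the replicate block and a linear fold change of 2 stayed beyond 1.5 times for all 5. With TMM scaling the linear fold change of 2 gave 562 and 313 upregulated miRNAs and 243 common ones.

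Of the settings added after seeing the values, DESeq2 with library totals gave 1210, 128, 30, 39 and 127 in the same order, and the study's own two-sided test with library totals gave 1167, 113, 26, 34 and 109, all within 1.5 times of the paper's values. The same test with scaling to miR-21-5p gave 1420, 129, 5, 32 and 128, beyond it for the number downregulated after lidocaine, and with no scaling 920, 88, 56, 32 and 79, within it for the number upregulated after lidocaine and the number downregulated after bupivacaine. The same test with upper-quartile or median scaling, and edgeR with upper-quartile factors, stayed beyond 1.5 times for all 5. Library totals with a linear fold change of 2 gave 1795, 762, 30, 40 and 759, beyond 1.5 times for the numbers upregulated after bupivacaine and after both and within it for the other 3. The paper's text does not list its called miRNAs, so how many of them each setting drops was not counted, except that all 11 measured by qRT-PCR rose with either scaling.

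The paper calls the number of downregulated miRNAs common to both groups low. With TMM scaling it was 153, more than the 21 upregulated in both. With library totals it was 15, fewer than the 128 upregulated in both. These counts set a higher limit for a rise than for a fall. With a linear fold change of 2 for a rise and TMM scaling, 243 were upregulated in both, more than the 153 downregulated. With library totals 759 were upregulated in both at that limit, more than the 15 downregulated.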

Other observations

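The tests on library depth, on the 10 most abundant miRNAs and on the shared control libraries were chosen only after the result was seen. Of 9 haematopoietic miRNAs, 6 fell, 1, miR-223-5p, rose and 2 did not pass after lidocaine with TMM scaling (the same adjusted over the list alone, camera adjusted p = 0.243). The fall of miR-144-3p was lost without control replicate 3, lidocaine replicate 1 or lidocaine replicate 2, and that of miR-142-3p without control replicate 2. In turn miR-150-5p passed as a fall without control replicate 3. The erythroid miR-486-5p was at 1086 ± 208 RPM in the control and 1086 ± 173 in the lidocaine group, with a log2 fold change of -0.00020 with library totals (adjusted p = 0.999) and of -1.84 with TMM scaling, and the myeloid miR-223-3p fell by 1.05 with TMM scaling but rose by 0.84 with library totals, where 7 of the list rose and 0 fell. Of 6 tested muscle miRNAs, miR-206, miR-208a-3p and miR-208b-3p rose and miR-499a-5p fell after lidocaine with TMM scaling (the same over the list alone, camera adjusted p = 0.584), and 5 rose and 0 fell with library totals. Of 8 neuron miRNAs, miR-129-5p rose and miR-9-5p, with -2.29, and miR-138-5p fell with TMM scaling (the same over the list alone, camera adjusted p = 0.638), and 7 rose and 0 fell with library totals. Both liver strands changed after lidocaine with TMM scaling, miR-122-5p by 0.82 and miR-122-3p by -2.13 (the same over the list alone, camera adjusted p = 0.989), and 1 rose and 0 fell with library totals. Both calls were lost when some libraries were left out, as miR-122-5p lidocaine vs control was 0.57 (adjusted p = 0.162) without control replicate 2, 0.54 (adjusted p = 0.184) without lidocaine replicate 1 and 0.77 (adjusted p = 0.0963) without lidocaine replicate 2, and miR-122-3p lidocaine vs control was -1.74 (adjusted p = 0.101) without control replicate 2 and -1.83 (adjusted p = 0.0945) without control replicate 3. Of 9 stroma miRNAs, both miR-214 strands rose, miR-214-5p by 2.16 (SE 0.23), and miR-143-3p, miR-199a-5p and miR-199a-3p fell with TMM scaling (the same over the list alone, camera adjusted p = 0.989, list median -0.13, mean 0.13, camera above the other miRNAs), and 7 rose and 0 fell with library totals. The call for miR-129-5p was lost without lidocaine replicate 2 (0.56) and that for miR-138-5p without control replicate 3 (-0.64), and miR-214-3p came to 6.83 without control replicate 3, against 3.74 with it. Members outside the rule for named miRNAs were named after their values were seen.

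After bupivacaine with TMM scaling, 1 haematopoietic miRNA, miR-223-5p, rose and 2 fell (miR-142-5p and miR-486-5p, camera adjusted p = 0.687), 1 muscle miRNA, miR-208a-3p, rose (with camera adjusted p = 0.687), 2 neuron miRNAs, miR-219a-5p and miR-9-3p, rose (camera adjusted p = 0.815), no liver strand passed (camera adjusted p = 0.956), and 2 stroma miRNAs, miR-214-3p and miR-214-5p, rose while miR-199a-5p fell (1 and 1 adjusted over the list alone, camera adjusted p = 0.938). For the other lists of this paragraph the counts over the list alone were the same. With library totals 1, 2, 4, 0 and 3 of the haematopoietic, muscle, neuron, liver and stroma lists rose and none fell. The fall of miR-486-5p rests on single libraries (not passing at -0.65 without bupivacaine replicate 2, -0.50 without bupivacaine replicate 3 and -0.35 without control replicate 3), as do the rise of miR-9-3p (not passing at 0.71 without bupivacaine replicate 2, 0.69 without bupivacaine replicate 3, 0.53 without control replicate 1 and 0.61 without control replicate 2) and the falls of miR-142-5p (-1.02 without bupivacaine replicate 2, -1.02 without bupivacaine replicate 3, -0.87 without control replicate 2 and -0.79 without control replicate 3) and miR-199a-5p (-0.58 without bupivacaine replicate 2 and -0.58 without control replicate 1). The rise of miR-214-3p did not pass without any one library but control replicate 3 (log2 fold changes of 1.78 without bupivacaine replicate 1, 1.40 without bupivacaine replicate 2, 2.17 without bupivacaine replicate 3, 1.33 without control replicate 1 and 1.21 without control replicate 2), without which it was 4.83, against 1.81 with all libraries. Of the 4 other miRNAs that the paper names, miR-1972 rose by 2.52 (SE 0.20) and miR-335-5p fell after lidocaine with TMM scaling (camera adjusted p = 0.989), and miR-1972, by 1.07 (SE 0.18), and miR-520a-3p, by 0.81 (SE 0.30), rose and miR-335-5p fell after bupivacaine (camera adjusted p = 0.809), the same over the list alone. The rise of miR-520a-3p did not pass without any one library but control replicate 3 (log2 fold changes of 0.82 without bupivacaine replicate 1, 0.70 without bupivacaine replicate 2, 0.88 without bupivacaine replicate 3, 0.57 without control replicate 1 and 0.73 without control replicate 2), and the fall of miR-335-5p bupivacaine vs control not without bupivacaine replicate 3 (-0.59, adjusted p = 0.0573). With library totals 3 of the 4 rose and 1 fell after lidocaine, and 2 rose and 0 fell after bupivacaine.

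In the lidocaine libraries the miRNAs with few reads were higher together, by a median of 2.18 in the least abundant quintile against 0.77 in the most abundant one with library totals. The rise was not limited to the rarest miRNAs. The quintiles between, from less to more abundant, had medians of 2.18, 2.19 and 1.90, so only the most abundant quintile stood apart. Library depth is argued against, since the lowest raw median count of a lidocaine library exceeded the highest of a control library by 47 while its total was lower. Fewer reads from the 10 most abundant miRNAs alone are argued against too, since the reads they freed, shared evenly, allow a log2 rise of at most 0.57. That bound does not cover a fall of abundant miRNAs beyond these 10, and the most abundant quintile had a median of -1.13 with TMM scaling. Reads from other RNA spread over all miRNAs may account for the rise, since 71 miRNAs of the C19MC and 14q32 clusters and of muscle, neurons and liver, 3 of which the study had picked, rose by a median of 2.13 with library totals, at percentile 27.0 of 10000 lists matched on control level (median 2.23). A general shift of any other cause would place the 71 there too, so the percentile cannot single out this one. With TMM scaling their median was 0.25, with 29 higher and 16 lower. More transcription of many miRNA genes cannot be told apart, because the 2 strands of 512 hairpins with few reads had a Spearman rho of 0.122 between their log2 fold changes (permutation p = 0.00621), between the limits set for and against it, against 0.627 over the 74 hairpins of the most abundant quintile. Strands and hairpins are not independent replicates, and an effect of lidocaine on the RNA content of the cells remains open as a biological explanation that was not tested.

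The 2 LAs moved many of the same miRNAs. The shared control libraries as the whole cause are argued against, since the covariance of the log2 fold changes exceeded the mean simulated covariance by 0.894, with an observed value of 0.949 above the highest simulated one of 0.0659. Part of the overlap may still come from the shared controls, and the difference of 0.894 also holds whatever change of composition the lidocaine and bupivacaine libraries have in common. A shared effect of both LAs is a hypothesis found and tested on the same data.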
